# RSC Chromatin-Remodeling Complex Is Important for Mitochondrial Function in *Saccharomyces cerevisiae*

**DOI:** 10.1371/journal.pone.0130397

**Published:** 2015-06-18

**Authors:** Yuko Imamura, Feifei Yu, Misaki Nakamura, Yuhki Chihara, Kyo Okane, Masahiro Sato, Muneyoshi Kanai, Ryoko Hamada, Masaru Ueno, Masashi Yukawa, Eiko Tsuchiya

## Abstract

RSC (Remodel the Structure of Chromatin) is an ATP-dependent chromatin remodeling complex essential for the growth of *Saccharomyces cerevisiae*. RSC exists as two distinct isoforms that share core subunits including the ATPase subunit Nps1/Sth1 but contain either Rsc1or Rsc2. Using the synthetic genetic array (SGA) of the non-essential null mutation method, we screened for mutations exhibiting synthetic growth defects in combination with the temperature-sensitive mutant, *nps1-105*, and found connections between mitochondrial function and RSC. *rsc* mutants, including *rsc1Δ*, *rsc2Δ*, and *nps1-13*, another temperature-sensitive *nps1* mutant, exhibited defective respiratory growth; in addition, *rsc2Δ* and *nps1-13* contained aggregated mitochondria. The *rsc2Δ* phenotypes were relieved by *RSC1* overexpression, indicating that the isoforms play a redundant role in respiratory growth. Genome-wide expression analysis in *nps1-13* under respiratory conditions suggested that RSC regulates the transcription of some target genes of the HAP complex, a transcriptional activator of respiratory gene expression. Nps1 physically interacted with Hap4, the transcriptional activator moiety of the HAP complex, and overexpression of *HAP4* alleviated respiratory defects in *nps1-13*, suggesting that RSC plays pivotal roles in mitochondrial gene expression and shares a set of target genes with the HAP complex.

## Introduction

In eukaryotes, chromatin structure remodeling plays crucial roles in various nuclear processes, including transcription, DNA replication, repair, and recombination. Two general classes of enzymes that regulate chromatin remodeling are as follows: enzymes that covalently modify histone molecules and enzymes that alter nucleosome structures using energy from ATP hydrolysis. These enzymes are highly conserved in eukaryotes. ATP-dependent chromatin remodeling factors can be further divided into four groups, SWI/SNF, Ino80/SWR, ISWI, and CHD complexes, based on characteristics of the ATPase subunits molecular structures in each complex. Out of these, SWI/SNF complexes are known to be tumor suppressors in mammalian cells (reviewed in [1] and [2]). Therefore, insights into the functions of this SWI/SNF-type complex will facilitate a better understanding of the role of chromatin remodeling in both DNA-metabolism regulation and cancer formation. In mammalian cells, however, several hundred variant SWI/SNF complexes are thought to possibly exist because of the large number of subunits encoded by their gene families, of which variants differ among cells of different lineages; such variations cause difficulty in the analysis of complex function [1].

*Saccharomyces cerevisiae* possesses the following two SWI/SNF-type complexes: the nongrowth-essential SWI/SNF complex [3, 4] and RSC complex, which is essential for both mitotic and meiotic growth [5–7]. The RSC complex is composed of 17 subunits, and at least two distinct types of complex containing either Rsc1 or Rsc2 are present. Previous studies have shown that RSC functions in a pleiotropic manner to regulate transcription, DNA repair, and chromosome segregation (reviewed in [8] and [9]); however, the scope of RSC function is still enigmatic.

To obtain a more global insight into the role of RSC in cell growth, we performed a synthetic genetic array (SGA) analysis, which comprised a genome-wide screening of synthetic lethality/sickness, using *nps1-105*, a temperature-sensitive mutant allele of the *NPS1/STH1* gene that encodes the ATPase subunit of RSC, as a query. Using this screening procedure, we determined that RSC played pivotal roles in mitochondrial function. A part of this RSC function was achieved via the action of HAP complex, a transcription factor composed of Hap2, Hap3, Hap4, and Hap5 that plays an essential role in respiratory gene expression [10].

## Materials and Methods

### Strains and culture conditions

All strains were isogenic to BY4741 (MATa *his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*). The yeast strains used in this study are listed in Table 1. Standard procedures were used for mating, sporulation, transformation, and tetrad dissection. All media were prepared as described previously [11]. Because our *rsc2Δ* haploid strain frequently bore diploids, possibly due to some chromatin defect, we constructed homozygous diploids for the *rsc* mutation-bearing strains used in this study. The homo-diploid of null mutations for *RSC1*, *RSC2*, and *RSC7* was constructed by the transformation of the HO endonuclease gene on a plasmid (YEp13*HO*), using standard methods [12]. Alleles of *nps1-105* and *nps1-13* were described previously [13, 14]. To construct *HAP4-HA*, *NPS1-TAP HAP4-HA*, and *nps1-13 HAP4-HA*, we designed primers to introduce the 6 HA sequence in frame with the C-terminus of the *HAP4* gene, followed by a *CYC* terminator and *URA3* gene. PCR reactions were performed with each primer pair, using the plasmid pBS*6HA-URA3* as the template; appropriate strains were transformed with the resulting DNA fragments. Correct insertion was verified by sequencing. All primer sequences for PCR reactions are listed in Table 2. Cells were grown at 28°C in YPD medium (1% yeast extract, 2% peptone, 2% glucose), YPEG medium (1% yeast extract, 2% peptone, 3% ethanol, 3% glycerol) or YPL medium (1% yeast extract, 2% peptone, 2% lactic acid, pH 5.5 adjusted with NaOH). Spot assays were performed by spotting 5–10 μl of cells at a concentration of 1 10^7^ cells/ml after 5-fold serial dilutions onto YPD or YPEG plates. The plates were incubated at various temperatures from 30°C to 35°C as necessary.

**Table 1:** Strains used in this study.

Strain		Genotype	Source
BY4743		*MATa/α his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 MET15/met15Δ0 LYS2/lys2Δ0*	Research Genetics
BY4741		*MATa his3Δ1 leu2Δ0 ura3Δ0 met15Δ0*	Research Genetics
BY-1G	*nps1-105*	*MATα nps1-105-TAP*::*LEU2 can1Δ*::*MFA1pr-HIS3-MFα1pr-URA3 his3Δ1 leu2Δ0 ura3Δ0 lys2Δ0*	This study
BY-1F	*nps1-13*	*MATa nps1-13 his3Δ1 leu2Δ0 ura3Δ0 met15Δ0*	This study
BYI-1	*rsc1Δ*	*MATa/α rsc1Δ*::*KanMX4/rsc1Δ*::*KanMX4 his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study
BYI-2	*rsc2Δ*	*MATa/α rsc2Δ*::*KanMX4/rsc2Δ*::*KanMX4 his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study
BYI-3	*nps1-13*	*MATa/α nps1-13/nps1-13 his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study
BYI-7	*NPS1-TAP*	*MATa NPS1-TAP-KanMX4 his3Δ1 leu2Δ0 ura3Δ0 met15Δ0*	[15]
BYI-17	*nps1-105*	*MATa/α nps1-105/nps1-105 his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study
BYI-18	*rsc7Δ*	*MATa/α rsc7Δ*::*KanMX4/rsc7Δ*::*KanMX4 his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study
BYI-19	*HAP4-HA*	*MATa/α HAP4-6HA*::*URA3/ HAP4-6HA*::*URA3 his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study
BYI-20	*NPS1-TAP HAP4-HA*	*MATa NPS1-TAP-KanMX4 HAP4-6HA*::*URA3 his3Δ1 leu2Δ0 ura3Δ0 met15Δ0*	This study
BYI-21	*nps1-13 HAP4-HA*	*MATa/α nps1-13/nps1-13 HAP4-6HA*::*URA3/ HAP4-6HA*::*URA3 his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study
BYI-22	*hap4Δ*	*MATa/α hap4Δ/ hap4Δ his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 ura3Δ0/ura3Δ0 met15Δ0/met15Δ0*	This study

**Table 2:** Primers.

Primers	Sequence
ACT1-RtF	CCAGAAGCTTTGTTCCATCC
ACT1-RtR	CGGACATAACGATGTTACCG
ATP1-RtF	GCCGGTGTTAATGGTCATTT
ATP1-RtR	TAGCACTCTTTAGAGATGCC
ATP16-RtF	AAGCTTTTCCATTGGAATCC
ATP16-RtR	TTGAATTGCAGCTTCTGCGG
COR1-RtF	TCTCTGGGTGAGGCTTTCAA
COR1-RtR	TTCAATTTGGCCTGTACCAG
COX6-RtF	ACCTACCGCAATTAGAGTAT
COX6-RtR	AGCTTGGAAATAGCTCTTCC
COX12-RtF	AAGGGCGAAGATTTTGCTCC
COX12-RtR	TCTGAGTTGATATCACCTGC
HAP4-F	AACAAAGGATCCAAAATGACCGCAAAG
HAP4-R	CGGATACTCGAGAATGCTCTTAGG
HAP4-6HA-F	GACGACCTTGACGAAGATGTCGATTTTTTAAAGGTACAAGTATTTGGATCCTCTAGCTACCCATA
HAP4-6HA-R	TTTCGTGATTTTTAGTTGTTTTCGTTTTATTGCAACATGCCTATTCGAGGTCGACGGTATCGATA

### Plasmids

The plasmids used in this study are listed in Table 3. YEp13*RSC1*-3MYC was constructed as previously [16]. The plasmid pRS426*GPDpr*::*HAP4* was constructed as follows: A DNA fragment containing the *HAP4* ORF (1 to +349) harboring *Bam*HI and *Xho*I sites at the 5’ and 3’ ends, respectively, was generated via PCR using the primers HAP4-F and HAP4-R and genomic DNA as the template. The resulting DNA fragment was subcloned into the corresponding sites of pRS426GPD [17]. The plasmid pBS*6HA-URA3* comprised pBluescript II containing the 6 HA sequence, *CYC* terminator, and *URA3* in that order.

**Table 3:** Plasmids.

Plasmid	Description	Source
YEp13	2μ, *LEU2*	Lab stock
YEp13*HO*	YEp13 containing *HO*	Lab stock
YEp13*RSC1*-3MYC	YEp13 containing *RSC1*-3MYC	[16]
pRS426	2μ, *URA3*	Lab stock
pRS426GPD	2μ, *URA3*, GPD promoter, CYC terminator	[17]
pRS426*GPDpr*::*HAP4*	pRS426GPD containing *HAP4*	This study
pBS6HA-URA3	pBluescript II carrying 6xHA, CYC terminator and *URA3*	This study

### Synthetic genetic array (SGA) analysis

SGA analysis was performed basically as described by Tong [18], with some modification. To allow the selection of both *MATa* and *MATα* double-mutant strains, we integrated the *MFA1pr-HIS3-MFα1pr-URA3* sequence into the *CAN1* locus of *nps1-105-TAP*::*LEU2* (BY-1G). This strain was mated with the yeast haploid deletion set (BY4741 background) from Research Genetics (Invitrogen) on rich media; diploids were selected on synthetic complete (SC) medium containing 500 μg/ml G418 but lacking leucine. These diploids were induced to sporulate, and meiotic haploid *MATa* or *MATα* double mutants were selected on SC medium containing canavanine and G418, but lacking leucine, arginine, and histidine, or on SC medium containing canavanine and G418, but lacking leucine, arginine, and uracil, respectively. To exclude sporulation-deficient mutants caused by haploinsufficiency, we evaluated the growth of meiotic haploid cells via simultaneous selection on haploid-selection medium (SC-His-Arg+Canavanine or SC-Ura-Arg+Canavanine). To evaluate synthetic lethality/sickness interactions with *nps1-105*, we selected a *his3Δ nps1-105* haploid double mutant as a control query each time and compared the growth level of each haploid double mutant strain with that of the control strain by visual inspection. Double mutants were categorized into three groups according to their growth levels (normal, slow, and no growth) at 28°C. We performed another SGA analysis to confirm the growth levels of the double mutants, which exhibited slow or no growth on both or either mating-type background in our first SGA screening. To strictly confirm reproducibility, we confirmed the growth levels of eight double-mutant progenies (*MATa* 4, *MATα* 4) selected independently from the same parental heterozygous diploid per allele (S1 Table). We selected alleles for which all double-mutant progenies exhibited slow or no growth as those exhibiting synthetic lethality/sickness interactions with *nps1-105*.

### Microscopic analysis

Cells were grown to log phase, washed with HEPES buffer (10 mM HEPES-KOH, pH7.4, containing 5% glucose), and stained with 50 nM Mito-Tracker (Molecular Probes) for 10 min in the dark to visualize mitochondria. To detect intracellular reactive oxygen species (ROS), cells were incubated with 5 μg/ml dihydroethidium (Sigma-Aldrich) for 20 min in the dark. The stained cells were observed under a fluorescence microscope (Olympus BX51).

### DNA microarray analysis

Microarray analysis was performed as described previously [19, 20], using the Gene Chip Yeast Genome 2.0 Array (Affymetrix). For RNA preparation, wild-type (WT; BY4743) and *nps1-13* (BYI-3) cells pre-grown in YPD medium were inoculated in YPEG medium at a concentration of 1 10^6^ cells/ml and grown to mid-log phase for 4 h. Biotinylated cRNA was prepared from 500 ng of total RNA according to the standard Affymetrix protocol, and 5 μg of cRNA was hybridized for 4 h at 45°C on the GeneChip Yeast Genome 2.0 Array. GeneChips were washed and stained using the Hybridization, Wash, and Stain Kit (Affymetrix). Data were analyzed with Operating Software (GCOS) v1.4, using the Affymetrix default analysis settings and global scaling as the normalization method. The trimmed mean target intensity of each array was arbitrarily set to 500. A given gene was considered induced or repressed when the expression ratio was, respectively, higher or lower than 2.0. Microarray data can be retrieved from Gene Expression Omnibus (GEO) under the accession code GSE66685.

### Gene ontology term enrichment analysis

To identify enriched Gene Ontology (GO) terms, we used the *Saccharomyces* Genome Database Gene Ontology Slim-Mapper (http://www.yeastgenome.org/cgi-bin/GO/goSlimMapper.pl). To evaluate the significance of GO term enrichment among genes that deletions are responsible for growth defects in combination with *nps1-105* or among genes that expression is significantly increased or decreased in *nps1-13*, we performed a hypergeometric distribution. *P*-values represent the probability that the given list of genes intersects with any functional category occurs by chance. To test HAP-regulated gene enrichment, we referred to the gene set that transcription level was higher in WT cells than in the *hap2Δ* and *hap4Δ* mutants [21].

### RNA preparation and quantitative real-time PCR analysis

Total RNA was purified using an RNeasy MiniKit (Qiagen) according to the manufacturer’s instructions. Quantitative real-time RT-PCR was performed using a One Step SYBR PrimeScript RT-PCR Kit II (TaKaRa) and a Light Cycler (Roche Applied Science). Primers for the specified genes were validated with standard curves before use. Transcript abundance was normalized to *ACT1* transcripts. The PCR primers used in this study are listed in Table 2.

### Immunoblotting

Yeast cells were grown to log phase, and cell lysates were thereafter prepared at the appropriate times. Proteins in each cell lysate were resolved by SDS-PAGE, followed by immunoblotting, or processed for immunoprecipitation as described previously [14]. The intensities of protein bands obtained by immunoblotting were measured using the image analyzing software, Image-J (NIH, USA). The following antibodies were used: anti-Cdc28 (Santa Cruz Biotechnology, Inc), anti-HA (Covance), and anti-TAP (Open Biosystems).

## Results and Discussion

### 1. Screening of null mutations indicated a synthetic growth defect in combination with *nps1-105*

To understand the scope of functions of RSC complex functions, we performed an SGA analysis by crossing a temperature-sensitive mutant of ATPase subunit, *nps1-105*, with a collection of 4,847 viable deletion strains. Screening was performed three times, and reproducible candidates were further analyzed by tetrad analysis. As shown in Table 4, 95 gene deletions exhibited either synthetic lethal or slow growth phenotypes in combination with the *nps1-105* mutation. Among these genes, 18 overlapped with those previously identified by an SGA screening using *rsc7Δ* as a query [22]. These 95 genes were categorized into the following five broad classes according to their involvement: (1) chromosome metabolism, (2) translation, (3) mitochondria, (4) general metabolism, and (5) transport. In fact, our *Saccharomyces* Genome Database GO Slim-Mapper-based analysis revealed that these 95 genes were significantly enriched with respect to GO terms related to these five broad functional classes (S2 Table). The chromosome metabolism class included members of the Ino80 chromatin-remodeling complex, transcription initiation and elongation complexes, spindle assembly checkpoint, and RNA processing. The deletion of 10 of 18 genes of this class was reported to result in a synthetic growth defect in combination with *rsc7Δ*, indicating that the RSC complex shares a strong genetic relationship with the processes associated with these genes.

**Table 4:** Null mutations conferring growth defects in combination with *nps1-105*.

Classes^a^	Processes^a^	ORF	Gene^b^	Description^c^
Chromosome metabolism	Chromatin remodeling	*YNL059C*	*ARP5*	Actin-Related Protein
		*YOR141C*	*ARP8*	Actin-Related Protein
		*YLR357W*	*RSC2*	Remodel the Structure of Chromatin
		*YMR091C*	*NPL6/RSC7*	Nuclear Protein Localization
	Transcription	*YNR010W*	*CSE2*	Chromosome Segregation
		*YGR200C*	*ELP2*	ELongator Protein
		*YJL140W*	*RPB4*	RNA Polymerase B
		*YJR063W*	*RPA12*	RNA Polymerase A
		*YJL168C*	*SET2*	SET domain-containing
		*YCR084C*	*TUP1*	dTMP-Uptake
	DNA damage repair	*YOR258W*	*HNT3*	Histidine triad NucleoTide-binding
	Chromatid cohesion	*YHR191C*	*CTF8*	Chromosome Transmission Fidelity
	Spindle assembly checkpoint	*YGR188C*	*BUB1*	Budding Uninhibited by Benzimidazole
		*YDR532C*	*KRE28*	Subunit of a kinetochore-microtubule binding complex
	RNA processing	*YDR378C*	*LSM6*	Like Sm protein
		*YNL147W*	*LSM7*	Like Sm protein
		*YPR101W*	*SNT309*	Synthetic lethal to prp NineTeen mutation
	Nuclear pore	*YDL116W*	*NUP84*	NUclear Pore
Translation	Ribosome biogenesis	*YLR074C*	*BUD20*	BUD site selection
		*YCR047C*	*BUD23*	BUD site selection
		*YKR024C*	*DBP7*	Dead Box Protein
		*YGR271C-A*	*EFG1*	Exit From G1
		*YFR001W*	*LOC1*	LOCalization of ASH1 mRNA
		*YGR159C*	*NSR1*	Nucleolar protein that binds nuclear localization sequences
		*YMR142C*	*RPL13B*	Ribosomal Protein of the Large subunit
		*YHR010W*	*RPL27A*	Ribosomal Protein of the Large subunit
		*YDL075W*	*RPL31A*	Ribosomal Protein of the Large subunit
		*YJL189W*	*RPL39*	Ribosomal Protein of the Large subunit
		*YHR021C*	*RPS27B*	Ribosomal Protein of the Small subunit
	Regulation of translation	*YKL204W*	*EAP1*	EIF4E-Associated Protein
		*YGR162W*	*TIF4631*	Translation Initiation Factor
		*YOR302W*		Arginine attenuator peptide, regulates translation of the CPA1 mRNA
Mitochondria	Mitochondrial translation	*YLR069C*	*MEF1*	Mitochondrial Elongation Factor
		*YNL005C*	*MRP7*	Mitochondrial Ribosomal Protein
		*YLR439W*	*MRPL4*	Mitochondrial Ribosomal Protein, Large subunit
		*YBR282W*	*MRPL27*	Mitochondrial Ribosomal Protein, Large subunit
		*YCR003W*	*MRPL32*	Mitochondrial Ribosomal Protein, Large subunit
		*YPR100W*	*MRPL51*	Mitochondrial Ribosomal Protein, Large subunit
		*YBR251W*	*MRPS5*	Mitochondrial Ribosomal Protein, Small subunit
		*YPR047W*	*MSF1*	Mitochondrial aminoacyl-tRNA Synthetase, Phenylalanine (F)
		*YPL097W*	*MSY1*	Mitochondrial aminoacyl-tRNA Synthetase, tyrosine (Y)
		*YJR113C*	*RSM7*	Ribosomal Small subunit of Mitochondria
		*YNR037C*	*RSM19*	Ribosomal Small subunit of Mitochondria
	Mitochondria-nucleus	*YOL067C*	*RTG1*	ReTroGrade regulation
	retrograde regulation	*YGL252C*	*RTG2*	ReTroGrade regulation
		*YBL103C*	*RTG3*	ReTroGrade regulation
	Mitochondrial RNA processing	*YGR150C*	*CCM1*	COB and COX1 mRNA maturation
		*YIR021W*	*MRS1*	Mitochondrial RNA Splicing
	Mitochondrial genome	*YBR194W*	*AIM4*	Altered Inheritance rate of Mitochondria
	maintenance	*YBR179C*	*FZO1*	FuZzy Onions homolog
		*YDL198C*	*GGC1*	GDP/GTP Carrier
		*YJR144W*	*MGM101*	Mitochondrial Genome Maintenance
	Mitochondrial enzyme	*YAL044C*	*GCV3*	GlyCine cleaVage
		*YOR136W*	*IDH2*	Isocitrate DeHydrogenase
		*YBR221C*	*PDB1*	Pyruvate Dehydrogenase Beta subunit
		*YPL188W*	*POS5*	PerOxide Sensitive
		*YMR267W*	*PPA2*	PyroPhosphatAse
		*YJR104C*	*SOD1*	SuperOxide Dismutase
General metabolism	Amino acid biosynthesis	*YLR027C*	*AAT2*	Aspartate AminoTransferase
		*YJL071W*	*ARG2*	ARGinine requiring
		*YJL088W*	*ARG3*	ARGinine requiring
		*YER069W*	*ARG5*,*6*	ARGinine requiring
		*YDR127W*	*ARO1*	AROmatic amino acid requiring
		*YOR303W*	*CPA1*	Carbamyl Phosphate synthetase A
		*YAL012W*	*CYS3*	CYStathionine gamma-lyase
		*YEL046C*	*GLY1*	GLYcine requiring
		*YDR158W*	*HOM2*	HOMoserine requiring
		*YER052C*	*HOM3*	HOMoserine requiring
		*YJR139C*	*HOM6*	HOMoserine requiring
		*YHL011C*	*PRS3*	PhosphoRibosylpyrophosphate Synthetase
		*YOR184W*	*SER1*	SERine requiring
		*YGR208W*	*SER2*	SERine requiring
		*YCR053W*	*THR4*	THReonine requiring
	Carbohydrate	*YBR126C*	*TPS1*	Trehalose-6-Phosphate Synthase
Transport	Endosomal transport,	*YJL204C*	*RCY1*	ReCYcling
	protein targeting	*YDR137W*	*RGP1*	Reduced Growth Phenotype
		*YLR039C*	*RIC1*	RIbosome Control
		*YLR025W*	*SNF7*	Sucrose NonFermenting
		*YPL002C*	*SNF8*	Sucrose NonFermenting
		*YCL008C*	*STP22*	STerile Pseudoreversion
		*YBR127C*	*VMA2*	Vacuolar Membrane Atpase
		*YEL027W*	*VMA3*	Vacuolar Membrane Atpase
		*YJR102C*	*VPS25*	Vacuolar Protein Sorting
		*YPL065W*	*VPS28*	Vacuolar Protein Sorting
	Other transporter	*YHL047C*	*ARN2*	AFT1 ReguloN
		*YHR060W*	*VMA22*	Protein that is required for vacuolar H+-ATPase (V-ATPase) function
		*YKL119C*	*VPH2*	Vacuolar pH
Other	Autophagy	*YLR423C*	*ATG17*	AuTophaGy related
		*YLR240W*	*VPS34*	Vacuolar Protein Sorting
	Protein folding	*YLR244C*	*MAP1*	Methionine AminoPeptidase
	/targeting/maturation	*YNL064C*	*YDJ1*	Yeast dnaJ
	Cytoskeleton organization	*YPL161C*	*BEM4*	Bud Emergence
	Protein phosphatase	*YDR028C*	*REG1*	REsistance to Glucose repression
		*YBL058W*	*SHP1*	Suppressor of High-copy PP1
		*YDL047W*	*SIT4*	Suppressor of Initiation of Transcription

a) "Classes" and "Processes" of each gene are assigned manually based on SGD (www.yeastgenome.org).

b) Underlined genes were previously identified by an SGA analysis using *rsc7Δ* as a query [22].

c) Brief descriptions of each gene product are derived from the "Name description" in SGD.

A characteristic feature of the genes identified during our screening, compared with those identified in the previous study with *rsc7Δ* was the presence of genes within the second “translation” class, particularly those involved in ribosome biogenesis, and within the “mitochondria” class. An earlier genome-wide localization study of RSC revealed that this complex frequently localizes adjacent to RNA polymerase III (Pol III)-transcribed genes [23], and transcription of the Pol III-transcribed genes *SNR6* and *RPR1* was reported to be significantly reduced in Rsc4 C-terminal mutant cells [24]. Furthermore, recent studies showed that RSC depletion causes a pronounced decrease in Pol III occupancy and affects nucleosome density [25, 26]. These observations indicate that reduced Pol III-transcribed gene transcription in *nps1-105*, in combination with the deletion of genes that function in ribosome biogenesis or translation regulation, might have led to synthetic lethality/slow growth. In contrast, the relationships between RSC and genes implicated in mitochondrial function have not yet been well studied. Therefore, we focused on the mitochondrial functions of RSC.

### 2. *rsc* mutants exhibit mitochondrial function-defective phenotypes

To investigate whether RSC mutations affected respiratory growth, we examined the growth of *rsc* mutant strains on a rich medium containing a non-fermentable carbon source (i.e., ethanol and glycerol (YPEG)). To confirm that these phenotypes were not specific to the *nps1-105*-mutated allele, we employed another temperature-sensitive mutant, *nps1-13* [14], and deletion mutants of *RSC1*, *RSC2*, and *RSC7* in this experiment. *nps1-13* contains amino-acid substitutions in the C-terminal bromodomain of Nps1, resulting in reduced interactions between RSC components. In this mutant cells, the existence of functional RSC complexes was estimated to be five times lower than in WT cells [14]. Rsc1 and Rsc2 are highly homologous proteins contained in distinct RSC complexes. Deletion of either *RSC1* or *RSC2* does not affect viability, but double deletion of these genes is lethal. The quantity of Rsc2 is 10-fold higher than that of Rsc1 [27]. As shown in Fig 1A, *nps1-13* and *rsc2Δ* cells exhibited impaired growth on a YPEG plate at 30°C. At 35°C, a semi-permissive temperature for growth of all evaluated *rsc* mutants except *rsc7Δ* on YPD, none of these *rsc* mutants grew on the YPEG plate. The data suggest that these *rsc* mutations induced a defect(s) in respiratory growth. Among the five *rsc* mutants used in this experiment, *rsc2Δ* cells exhibited the most severe growth defect on YPEG, suggesting a functional difference between Rsc1-containing (Rsc1-RSC) and Rsc2-containing RSC (Rsc2-RSC) complexes in respiratory growth regulation, with Rsc2-RSC playing a major role in this process. To examine this point, we over-expressed *RSC1* in *rsc2Δ*, and then assessed cell growth on the YPEG plate. As shown in Fig 1B, on the YPEG plate, the growth of *rsc2Δ* cells harboring *RSC1* in a high-copy vector was indistinguishable from that of WT cells, suggesting that RSC complexes containing either Rsc1 or Rsc2 act redundantly to regulate respiratory growth.

**Fig 1:**
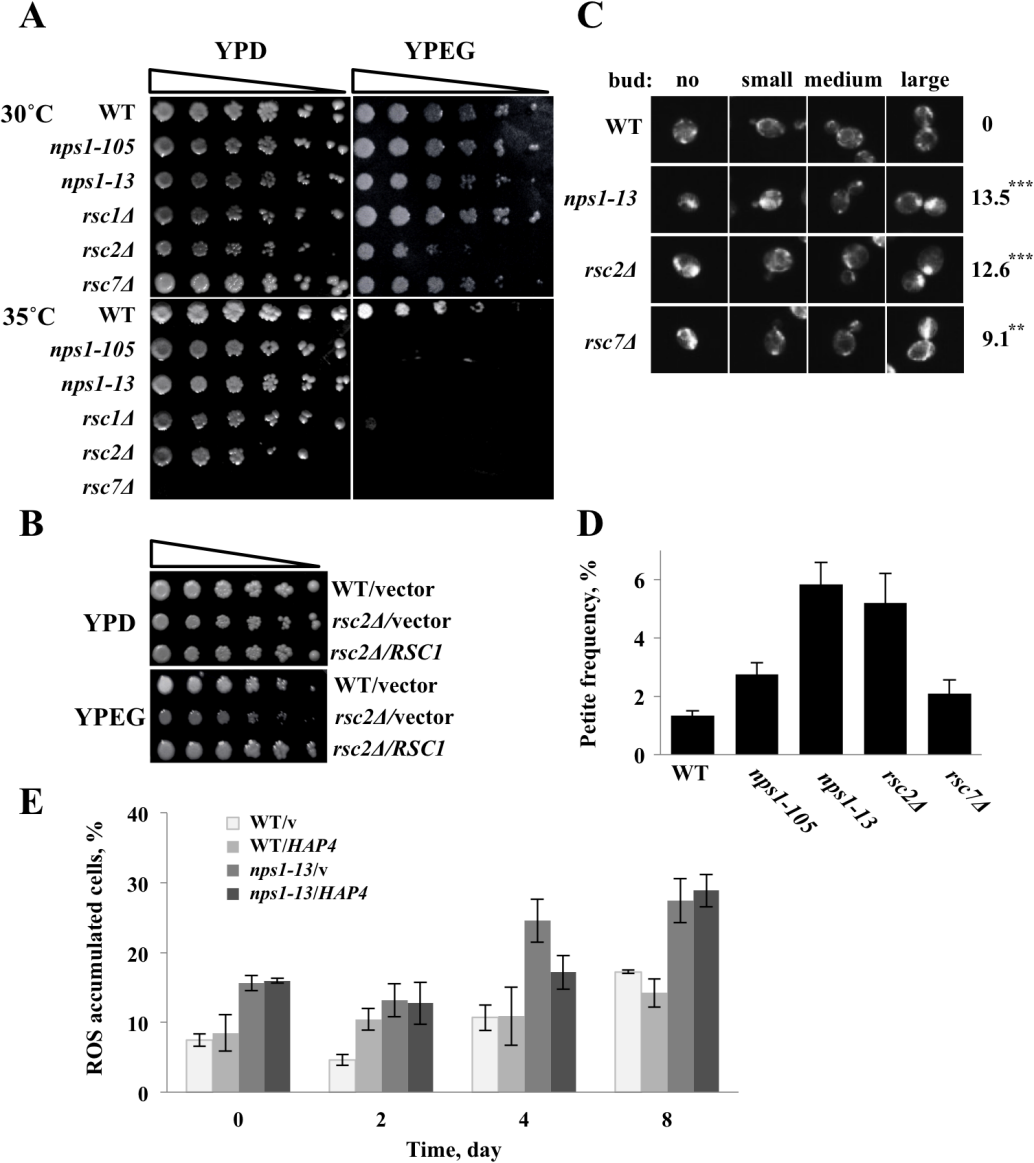
*rsc* mutants exhibit phenotypes defective in mitochondrial function. **(A)** *rsc* mutants exhibit growth defects on medium containing a non-fermentable carbon source. Five-fold serial dilutions of individual strains (WT (BY4743), *nps1-105* (BYI-17), *nps1-13* (BYI-3), *rsc1Δ* (BYI-1), *rsc2Δ* (BYI-2), and *rsc7Δ* (BYI-18)) were grown to log phase in YPD medium, spotted on YPD and YPEG plates, and incubated at the indicated temperatures for 3 days. **(B)** Overexpression of *RSC1* suppresses the growth defect of *rsc2Δ* on YPEG. Five-fold serial dilutions of exponentially growing individual strains (WT (BY4743) carrying YEp13 (WT/vector) and *rsc2Δ* (BYI-2) carrying YEp13 (*rsc2Δ*/vector) or YEp13*RSC1*-3MYC (*rsc2Δ/RSC1*)) were spotted on YPD and YPEG plates and incubated at 30°C for 3 days. **(C)** *rsc* mutants contain mitochondria with irregular morphologies. WT (BY4743), *nps1-13* (BYI-3), *rsc2Δ* (BYI-2), and *rsc7Δ* (BYI-18) cells were grown to log phase in YPD medium, stained with Mito-Tracker, and observed under a fluorescence microscope. Numerals on the right sides of panels represent the percentages of cells containing aggregated mitochondria among total cells. All *P*-values were calculated using the two-tailed chi-square test (≥50 cells; **P < 0.05, ***P < 0.005). **(D)** *rsc* mutations enhance mitochondrial DNA loss. WT (BY4743), *nps1-105* (BYI-17), *nps1-13* (BYI-3), *rsc2Δ* (BYI-2), and *rsc7Δ* (BYI-18) cells were plated on YPEG medium; three independent colonies were later picked and separately grown to stationary phase in YPD medium. Two hundred cells from each culture were plated on YPD plates and incubated at 30°C for 3 days. To assess the frequency of petite cells, we counted the total number of cells and the number of petite cells on each plate. Data are presented as the means ± SEM of three replicates. **(E)** *nps1-13* cells accumulate reactive oxygen species. WT (BY4743) and *nps1-13* (BYI-3) cells harboring pRS426 (WT/v and *nps1-13*/v, respectively) or pRS426*GPDpr*::*HAP4* (WT/*HAP4* and *nps1-13/HAP4*, respectively) were grown to log phase in SD-Ura medium, shifted to YPEG medium, and incubated at 30°C with shaking. On the indicated days, portions of the cells were separated, stained with dihydroethidium, and examined under a fluorescence microscope. The experiment was repeated three times (*n* = 300). Data are presented as the means ± SEM.

Next, we used fluorescence microscopy to observe mitochondrial morphology in RSC mutants stained with Mito-Tracker (Fig 1C). In WT cells, mitochondria appeared as tubular networks distributed near the cell cortex. In contrast, mitochondria in *nps1-13* and *rsc2Δ* cells frequently aggregated to form one or two spots. Mitochondrial aggregation was observed in the cells at all cell-cycle stages. The frequencies of *nps1-13* and *rsc2Δ* cells containing aggregated mitochondria were 13.5% and 12.6%, respectively. Aggregated mitochondria were also observed in *rsc7Δ* cells, albeit at a lower frequency (9.1%). In contrast, little aggregation was observed in WT cells (<10^−4^).

The yeast mitochondrial genome is subject to spontaneous mutations that result in a loss of mitochondrial DNA (mtDNA). Cells that have lost mtDNA form small colonies, termed “petite”, on YPD medium. A defect in respiratory function is known to enhance mtDNA loss. To examine the stability of mtDNA in the *rsc* mutant cells, we measured the frequencies of petite formation in each strain cultured in YPD to the early-stationary phase. As shown in Fig 1D, all *rsc* mutants formed petite colonies at higher frequencies than did WT cells; especially, the petite frequencies of *nps1-13* and *rsc2Δ* were three-fold to four-fold higher than that of WT cells, indicating that the defective RSC complex induced mitochondrial genome instability.

These results indicate that the RSC complex plays important roles relevant to mitochondrial respiratory function. Mitochondrial dysfunction also leads to the accumulation of reactive oxygen species (ROS). As shown in Fig 1E, the rate of ROS accumulation was approximately two-fold higher in *nps1-13* cells than in WT cells. Among the *rsc* mutants used in this study, *nps1-13* and *rsc2Δ* exhibited the most severe phenotypes. Given that the functional RSC contents in these strains were estimated to be approximately 5-fold to 10-fold lower than those in WT cells, the former may require a larger amount of RSC under respiratory conditions relative to fermentation conditions.

### 3. Global transcription analysis of *nps1-13* grown under respiratory conditions

To further understand the function of RSC in respiratory growth, we performed a microarray analysis to compare global gene expression profiles between WT and *nps1-13* mutant cells grown on YPEG. 

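The RSC complex remodels chromatin, and Nps1 (Sth1) is its ATPase. Cells of the diploid strain BY4743 (WT) and of the mutant strain BYI-3 (nps1-13), pre-grown in glucose medium, were moved to ethanol-glycerol medium (YPEG) for 4 h at 28°C, and their total RNA was labelled with biotin and hybridized to Affymetrix Yeast Genome 2.0 arrays, 2 arrays per strain. MET17 (MET15), an enzyme of sulfur assimilation deleted in both copies in BYI-3 by Table 1, had a signal of 3961 ± 110 (SD, n = 2 arrays) in WT and 16.9 ± 1.20 (SD, n = 2) in nps1-13. LYS2 (saccharopine pathway of lysine synthesis), which Table 1 lists as deleted in 1 copy in BY4743 and not in BYI-3, had 1289 ± 115 in WT and 1299 ± 102 in nps1-13. Its log2 fold change was 0.011 as deposited, 0.49 with each array centred on its median and 0.62 after quantile normalization. HIS3 had 3074 ± 370 in WT and 2679 ± 172 in nps1-13 (SD, n = 2 each), although Table 1 lists the allele his3Δ1 in both copies of both strains. The HIS3 signal therefore does not tell the strains apart. LEU2, which Table 1 lists as deleted in both strains, had 25.6 ± 16.3 in WT and 4336 ± 156 in nps1-13 (SD, n = 2 each). STH1 itself, which carries the mutation, had 4694 ± 455 in WT and 6972 ± 633 in nps1-13; since the allele is not a deletion, this level does not check the labels. By the methods, the authors computed the signal of each probe set with the Affymetrix software GCOS and used global scaling. The deposited signals of 5558 probe sets are on a linear scale, and their medians were 3051 and 2770 on the WT arrays and 2158 and 2024 on the nps1-13 arrays. The platform annotation names a gene for 5345 probe sets, and 5343 genes were tested with limma on log2 of the deposited signal. Because of the lower signals on the nps1-13 arrays, the median gene had a log2 fold change of -0.41 between the strains. Most counts are therefore given both as deposited and with the arrays centred on their medians, which adds 0.47 to the log2 fold change of every gene. Where a gene has only 1 value, it is as deposited unless the centred scale is named. The log2 signals of the arrays of 1 strain correlated across genes with r = 0.996 in WT and 0.995 in nps1-13, against 0.916 to 0.927 between strains. The sources used here do not say whether the arrays of a strain come from separate cultures, so the spread between them may be technical. As deposited, the p-values rest only on that spread pooled over genes of like signal, and not on the spread of each gene. The number of arrays limits the precision.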

From valid data on 5,558 genes in WT and *nps1-13* cells, 219 and 345 genes in *nps1-13* were found to be up- and down-regulated, respectively, above or below the two-fold threshold (S3 Table). 

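The largest log2 fold changes upward in nps1-13 were in LEU2, with a log2 fold change of 7.57 (standard error 0.16), and in MF(ALPHA)1, which encodes the pheromone alpha-factor, with 7.16 (standard error 0.15). They were followed by STE18 and STE3, a subunit of the pheromone-response G protein and the receptor of a-factor, with log2 fold changes of 6.19 and 5.44, by the hexose transporter gene HXT10 with 5.38, by YBR072C-A with 4.32 and by the dihydroxyacetone kinase gene DAK2 with 4.12. The largest decreases were in HMRA1, the probe set of the mating-type transcript a1, with -9.54, in MET17 with -7.88, and in IME4, which is needed for entry into meiosis, with -7.11. The phosphate-responsive gene PHM6, the metal transporter gene FET4, the metalloreductase gene FRE7 and the S-phase cyclin gene CLB6 fell with log2 fold changes of -6.30, -4.87, -4.24 and -4.11. YGR273C, AFB1 and YAL065C rose and YIR042C, COS10 and YIL102C fell; YIL102C did not pass with the arrays centred on their medians (adjusted p = 0.06 from limma), and the signals of YBR072C-A, YGR273C and YIL102C stayed under 100 in both strains. Apart from AFB1, FET4 and FRE7, the mean signal of each of these genes was under 100 in at least 1 strain, where background is not told from transcript, so the sizes and their order are not resolved. With 32 added to every signal, the log2 fold changes became 6.28 for LEU2, 6.36 for MF(ALPHA)1, 4.81 for STE18, 3.72 for HXT10, 0.89 for YBR072C-A, -5.65 for HMRA1, -6.35 for MET17, -5.30 for IME4 and -2.76 for PHM6. Of the 21 haploid and mating-type markers, 14 were higher, 4 lower and 3 did not pass the test, both over all genes and adjusted over the list alone (14 higher and 2 lower with the arrays centred on their medians). The list stood above the other genes (camera with its preset correlation, adjusted p = 4.6e-25). With an estimated correlation, run on the deposited scale alone, where no list passed, its adjusted p was 0.995. Among the 5343 genes, the ratio of the mean signals was above 2 for 106 genes and below 0.5 for 892, and with the arrays centred on their medians it was above 2 for 260 and below 0.5 for 266. Between the arrays of 1 strain, 6 genes were over 2-fold higher and 5 over 2-fold lower in WT replicate 2 than in WT replicate 1, and 4 and 13 in nps1-13 replicate 2 than in nps1-13 replicate 1. By limma at an adjusted p under 0.05, 503 genes were higher (289 without nps1-13 replicate 1) and 3435 lower as deposited, 12.8% of the calls being higher, and 2274 were higher and 1853 lower with the arrays centred on their medians (55.1% higher). In simulated arrays of 5343 genes, given the same difference between array medians, 97.5% of the unchanged genes were called lower as deposited, which that difference builds in. After centring, 0.35% of them were called. That too is built in, since the simulated median gene was unchanged and the noise came from the spread between arrays of 1 strain. The 0.35% is therefore not an error rate of the calls in the real arrays.

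**Figure D1:**
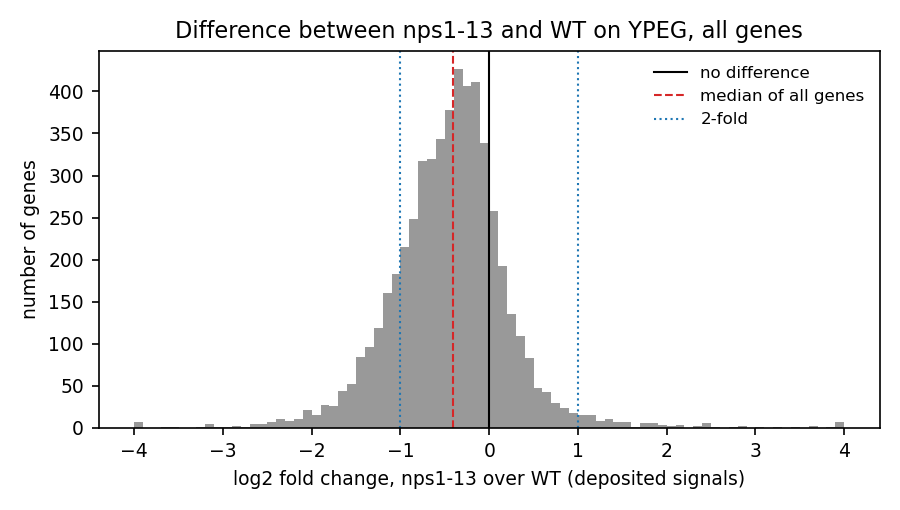
Number of genes (vertical axis) by log2 fold change of nps1-13 over WT in deposited signals (horizontal axis, bins of 0.1, genes beyond 4 in either direction placed at 4). The dashed line is the median of all genes at -0.41, and the dotted lines are 2-fold.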

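Nuclear genes of mitochondrial function were compiled before the data were examined from lists of respiratory complexes and their assembly, the TCA cycle, mitochondrial translation, import, dynamics and DNA maintenance. Of these 266 genes, 191 were lower, 11 higher and 64 did not pass the test in nps1-13 as deposited, and 70 were lower and 113 higher with the arrays centred on their medians, while 114 were lower and 76 higher after quantile normalization. The 26 genes of mitochondrial translation factors and tRNA enzymes had the lowest median among these lists, -0.84 on the log2 scale as deposited and -0.36 with the arrays centred on their medians. In that list 20 genes were lower and 6 did not pass (13 lower and 6 higher when centred, with the same counts adjusted over the list alone, 15 and 6 after quantile normalization). IFM1, a mitochondrial initiation factor, HER2, a subunit of the tRNA amidotransferase, RRF1, a ribosome recycling factor, and MRF1, a release factor, fell with log2 fold changes of -1.67, -1.48, -1.39 and -1.38. When centred, they were at -1.19, -1.00, -0.91 and -0.91. Of the 73 mitochondrial ribosomal protein genes, 46 were lower and 6 higher as deposited, and 21 lower and 37 higher when centred (25 and 25 after quantile normalization). MRPL23, MRP49, MRP17 and MRPL44 were the most lowered of them, with -1.90, -1.46, -1.44 and -1.23 as deposited and -1.43, -0.99, -0.96 and -0.76 when centred. Of the 36 genes of protein import and folding, 26 were lower and 1 higher (11 and 18 when centred, 16 and 12 by quantiles). TIM13 was at -1.06 (-0.59 when centred), SAM50 at -0.92 (-0.45) and SAM37 at -0.88 (-0.40). Of the 22 genes of mitochondrial dynamics and morphology, 15 were lower and 1 higher (5 and 10 when centred, 6 and 7 by quantiles). MMM1 was at -1.10 (-0.63 when centred), MDM12 at -1.09 (-0.61) and MDM36 at -0.94 (-0.46). In the 15 genes of mitochondrial DNA maintenance the counts were 11 lower and 0 higher (6 and 6 when centred, 7 and 5 by quantiles), and in the 44 genes of complex assembly and mitochondrial mRNA factors 30 and 1 (11 and 17 when centred, 12 and 18 by quantiles). At 2-fold, 33 of the 892 lowered genes were mitochondrial, 3.70% against 4.98% of the 5343 genes measured (exact hypergeometric test, one-sided, p = 0.981), and with the arrays centred on their medians 6 of 266 were (p = 0.993). None of these lists stood apart from the other genes by camera (adjusted p = 0.195 for translation factors and tRNA enzymes, 0.904 for ribosomal proteins). The compiled list stands in for the GO Slim categories, which were not used here.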

A GO Slim-Mapper analysis of these up- or down-regulated genes revealed that the frequencies of down-regulated genes in the mitochondrion and mitochondrial envelope categories were significantly higher than the general frequency (*P*-values = 0.022 and 0.029, respectively; Fig 2). This result suggests that RSC is required for the expression of these genes. 

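Most nuclear genes of the respiratory chain had log2 fold changes close to the median of all genes in the deposited signals. Many are bright, such as COR1 with 17703 in WT. The highest signals were 23097 and 23318 on the WT arrays and 21152 and 20490 on the nps1-13 arrays, a smaller shift than that of the medians. Centring adds the same 0.47 to bright and dim genes, so a rise of bright genes when centred is not told from the scaling. Of the 39 genes of the chain and of ATP synthase, 34 were lower, 1 higher and 4 did not pass as deposited, whereas 1 was lower and 13 were higher with the arrays centred on their medians, and 27 were lower and 2 higher after quantile normalization. All 8 genes of cytochrome c oxidase were lower as deposited, none passed when centred and 8 were lower after quantile normalization, with COX5A at -0.53 as deposited and -0.05 when centred, COX9 at -0.48 and -0.0019, and COX8 at -0.46 and 0.015 on the log2 scale. Of 9 genes of the cytochrome bc1 complex, 8 were lower as deposited, 4 higher when centred and 5 lower after quantile normalization, with QCR2 at -0.52 and -0.04, QCR6 at -0.51 and -0.03, and RIP1, the Rieske protein, at -0.47 and 0.0017. Of 14 genes of ATP synthase, 13 were lower as deposited, and when centred 1 was lower and 4 were higher (3 adjusted over the list alone), and 11 were lower after quantile normalization. The gene lowered on all 3 scales with the largest change was ATP20, subunit g, at -1.50 (standard error 0.09, adjusted p = 7.0e-57 from limma) and -1.02 when centred; ATP18 and ATP19 were at -0.56 and -0.55 as deposited. Of 4 genes of succinate dehydrogenase, 3 were lower as deposited (SDH4, SDH3 and SDH1 at -0.34, -0.26 and -0.21), 3 higher when centred and 1 lower after quantile normalization. In the TCA cycle, IDH2 and IDH1, the subunits of NAD-dependent isocitrate dehydrogenase, fell by both scales (-1.12 and -0.87 as deposited, -0.64 and -0.40 when centred), CIT3, a citrate and methylcitrate synthase, rose (1.03 and 1.51), and of the 16 genes 12 were lower and 1 higher (2 and 10 when centred, 7 and 2 after quantile normalization). Against the other genes the chain as a whole did not stand apart (camera, adjusted p = 0.430), while after quantile normalization it was lower (adjusted p = 0.0036), as were ATP synthase (0.0093) and cytochrome c oxidase (0.036). With an estimated correlation, run on the deposited scale alone, the adjusted p was 0.995 for each of the 3 lists.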

The mitochondrion-related genes with down-regulated expression in *nps1-13* are listed in Table 5. Of these 71 genes, 14 were grouped in the “respiration” category and considered closely relevant to the major phenotypes of *rsc* mutants described in the previous section. It was especially interesting to find that 7 of these 14 respiration genes were targets of the HAP complex (*P*-value = 0.038). This HAP complex is a transcription factor composed of Hap2, Hap3, Hap4, and Hap5 and plays a pivotal role in respiratory gene regulation [10]. In addition to the “respiration” group genes, *UPS2* in the “organization” group and *YMR31* in the “translation” group were also defined as Hap4 target genes. Moreover, although the *DNM1*, *MRPS5*, and *MEF1* genes, indicated with asterisks in Table 5, do not contain the Hap4-binding sequence in their promoters, expression of these genes has been reported to be controlled by the HAP complex [21]. These results suggest the possibility that RSC might act with the HAP complex to regulate its target genes.

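Of the 71 genes of Table 5, 65 were measured under these names. In nps1-13, 47 were lower, 4 higher and 14 did not pass the test as deposited, with the same counts adjusted over the list alone, and 17 were lower and 22 higher with the arrays centred on their medians (26 and 17 after quantile normalization). The list comes from these arrays, and the count is not taken as independent evidence. The log2 ratios printed in the table occur in the deposited signals, within 1e-08, at other probe sets, 0 of 71 at a probe set of the printed ORF, so the signals counted here are mostly not those the list was chosen on; the exception is ERV1, whose ratio the table prints at YGR021W. Their median log2 fold change was -0.44 as deposited and 0.04 when centred. The ratio of the mean signals was below 0.5 for 8 genes, namely ERV1, PPA2, UPS2, FAU1, NGL1, PTH1, MSB1 and MOT1. FAU1, which acts in folate metabolism, fell by 1.28 on the log2 scale (standard error 0.13, adjusted p = 7.5e-23 from limma), MOT1, a regulator of the TATA-binding protein, by 1.09, MSB1 by 1.03, the endonuclease gene NGL1 by 1.03 and the peptidyl-tRNA hydrolase gene PTH1 by 0.96. When centred, FAU1, MOT1, MSB1, NGL1 and PTH1 were at -0.80, -0.62, -0.55, -0.56 and -0.49. PTH1, with 378 and 211 on the WT arrays, did not pass there (adjusted p = 0.056 from limma). These 5 were chosen to be named after their values were seen. With the arrays centred on their medians, the ratio stayed below 0.5 for 2 genes, ERV1 and UPS2. As deposited it was above 2 for 3 genes, the SDH4 homolog SHH4, the peroxisomal isocitrate dehydrogenase gene IDP3, which was 2.82-fold higher (n = 2 arrays per strain), and the hexose transporter gene HXT14, whose mean signals were under 100 in both strains, so that the size of its change is not resolved. Genes were named by the platform annotation, and the count below 0.5 was 5 without WT replicate 1 and 13 without WT replicate 2.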

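All 14 respiration genes were measured, and 12 were lower, 1 was higher and 1 did not pass the test in nps1-13 as deposited (13 lower adjusted over the list alone). With the arrays centred on their medians, 3 were lower and 4 higher, and after quantile normalization 7 were lower and 2 higher. ERV1, a sulfhydryl oxidase of the intermembrane space, had a signal of 2183 ± 203 (SD, n = 2 arrays) in WT and 376 ± 2.40 (SD, n = 2) in nps1-13, a log2 fold change of -2.54 (standard error 0.13, adjusted p = 9.4e-77 from limma). PPA2, the mitochondrial pyrophosphatase, fell from 4615 ± 165 to 2258 ± 145, with a log2 fold change of -1.03 (standard error 0.12), and PET100, an assembly factor of cytochrome c oxidase, had -0.76 (standard error 0.12). These 3 genes were lower on all 3 scales, with -2.06, -0.56 and -0.28 when centred and -1.95, -0.62 and -0.33 after quantile normalization. SHH4 rose from 4347 ± 298 to 9446 ± 266 (log2 fold change 1.12, standard error 0.10, adjusted p = 8.1e-27 from limma). The other genes lay nearer to the median of all genes. COR1, a core subunit of the cytochrome bc1 complex, had a log2 fold change of -0.50 as deposited, -0.03 when centred and -0.35 after quantile normalization. The cytochrome c oxidase genes COX6 and COX12 had -0.47 and -0.43 as deposited, 0.0082 and 0.046 when centred, and -0.26 and -0.22 after quantile normalization. The ATP synthase genes ATP14, ATP16 and ATP1 had -0.47, -0.26 and -0.16 as deposited, and 0.0080, 0.21 and 0.31 when centred, where ATP16 and ATP1 were higher at an adjusted p under 0.05; after quantile normalization they had -0.26, -0.061 and -0.054, where ATP14 was lower and the other 2 did not pass. COR1, COX6 and COX12 also passed as lower after quantile normalization. JAC1 and OAR1 had -0.52 and -0.53 as deposited and -0.046 and -0.057 when centred, with 0.065 and 0.13 after quantile normalization, and MDL2 had -0.44 as deposited, 0.037 when centred and -0.034 after quantile normalization, which did not pass for these 3. The rhomboid protease gene PCP1, at -0.25, did not pass as deposited (adjusted p = 0.059 from limma) and was at 0.22 when centred and 0.22 after quantile normalization.

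**Figure D2:**
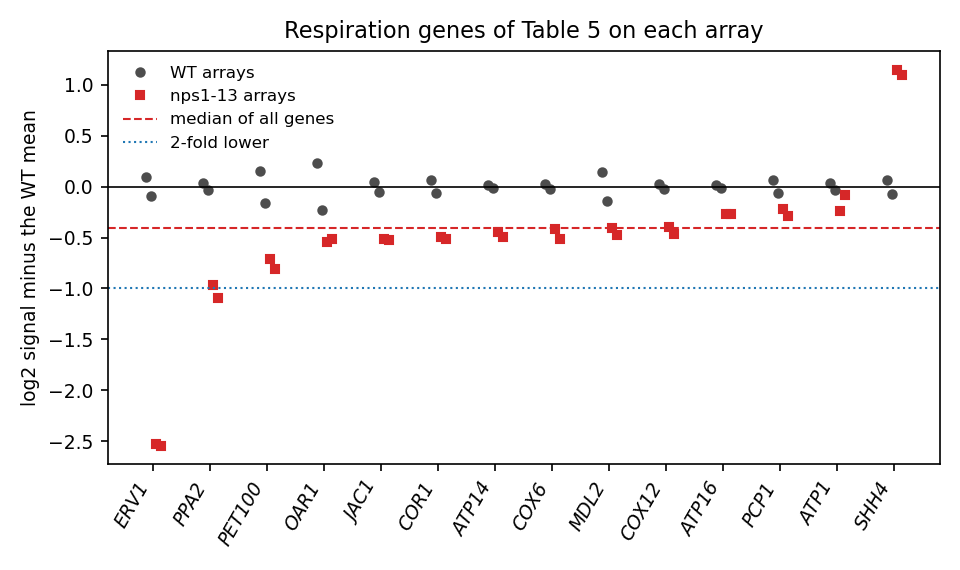
Log2 signal of the 14 respiration genes of Table 5 on each array, minus the mean of the WT arrays (vertical axis), by gene (horizontal axis); circles are the 2 WT arrays and squares the 2 nps1-13 arrays. The dashed line is the median of all genes, -0.41, and the dotted line is 2-fold lower; most genes lie near the dashed line, with ERV1 below and SHH4 above it.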

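A list of 30 known HAP complex targets of respiration, the TCA cycle and heme synthesis was fixed before the data were examined, and all were measured. As deposited, 26 were lower, 0 were higher and 4 did not pass the test in nps1-13, with the same counts adjusted over the list alone; with the arrays centred on their medians, 1 was lower and 14 were higher, and after quantile normalization 15 were lower and 1 was higher. The gene lower as deposited and when centred was SOD2, the mitochondrial superoxide dismutase, with a signal of 16988 ± 614 (SD, n = 2 arrays) in WT and 10494 ± 130 (SD, n = 2) in nps1-13 and log2 fold changes of -0.69 and -0.22. ATP3, the gamma subunit of ATP synthase, had -0.51 as deposited and -0.04 when centred, and KGD2, a subunit of 2-oxoglutarate dehydrogenase, had -0.42 and 0.059. The median of the list was -0.34 as deposited and 0.14 when centred. Of the 14 respiration genes of Table 5, 5 are in this list, namely COR1, ATP1, ATP16, COX6 and COX12. None of the 30 was at least 2-fold lower as deposited, where 5.01 would be drawn by chance among 892 lowered genes, nor when centred; with no member among them, a one-sided test of overlap has nothing to decide. Compared with all other genes, the list did not stand apart (camera, adjusted p = 0.806; 0.058 after quantile normalization). The paper's list of targets, from its reference [21], was not used here.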

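UPS2, which controls phospholipid levels in mitochondria, had a signal of 7900 ± 539 (SD, n = 2 arrays) in WT and 2638 ± 178 (SD, n = 2) in nps1-13. Its log2 fold change was -1.58 (standard error 0.11, adjusted p = 3.1e-41 from limma) as deposited and -1.11 with the arrays centred on their medians. YMR31 (KGD4), a subunit of 2-oxoglutarate dehydrogenase earlier assigned to the mitochondrial ribosome, had 10714 ± 616 in WT and 8104 ± 279 in nps1-13 (SD, n = 2 each). It fell as deposited, with a log2 fold change of -0.40 (standard error 0.09, adjusted p = 5.5e-06 from limma), and had 0.073 when centred, which did not pass the test (adjusted p = 0.215). After quantile normalization both were lower, UPS2 with -1.21 and YMR31 with -0.14 (adjusted p = 0.0057 from limma).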

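DNM1, the dynamin-related GTPase of mitochondrial fission, had a signal of 8386 ± 528 (SD, n = 2 arrays) in WT and 5846 ± 451 (SD, n = 2) in nps1-13, and MEF1, a mitochondrial elongation factor, had 5374 ± 657 and 3903 ± 70.9. Both fell as deposited, with log2 fold changes of -0.52 (standard error 0.10, adjusted p = 2.9e-07 from limma) and -0.46 (standard error 0.11, adjusted p = 1.4e-04 from limma). With the arrays centred on their medians they had -0.046 and 0.019, and neither passed the test (adjusted p = 0.406 and 0.784), while after quantile normalization DNM1 was lower (-0.20, adjusted p = 0.0026 from limma) and MEF1 did not pass (-0.12, adjusted p = 0.097 from limma). MRPS5, a protein of the small mitochondrial ribosomal subunit, had 4041 ± 275 in WT and 4505 ± 318 in nps1-13. Its log2 fold change of 0.16 did not pass as deposited (adjusted p = 0.218 from limma), and it was higher when centred (0.63, adjusted p = 1.4e-06) and after quantile normalization (0.52).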

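The transcripts of the HAP complex itself differed between the strains. HAP2, HAP3 and HAP4 were lower in nps1-13 on both scales, HAP2 from 4156 ± 274 (SD, n = 2 arrays) to 1844 ± 52.6 (SD, n = 2) with a log2 fold change of -1.17 (-0.70 when centred), HAP3 with -0.72 (-0.25) and HAP4, the activating subunit, with -0.64 (-0.17). HAP5 was higher, with 0.45 (standard error 0.13, adjusted p = 7.3e-04 from limma) and 0.92 when centred. Of the 16 RSC subunit genes measured, 3 were higher, 9 lower and 4 did not pass as deposited, and 9 were higher and 1 lower with the arrays centred on their medians (10 and 1 after quantile normalization). STH1 was among the higher genes, with 0.57 (standard error 0.11) as deposited and 1.05 when centred; it lies on chromosome IX, whose 187 genes had a median log2 fold change 0.41 above that of the other genes, and STH1 lay 0.59 above the median of the chromosome. Neither the RSC subunits (camera, adjusted p = 0.363) nor the 4 HAP subunits (0.860) stood apart from the other genes as a list. From the HAP complex targets among the respiration genes that it finds lowered in nps1-13, and from further genes of Table 5, the paper proposes that RSC may act together with the HAP complex. It draws also on quantitative PCR, on co-precipitation of Nps1 with Hap4 and on relief of growth defects by HAP4 overexpression. By its Western blots, the induction of tagged Hap4 protein was unchanged in nps1-13, whereas the values here are of the HAP4 transcript.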

**Fig 2:**
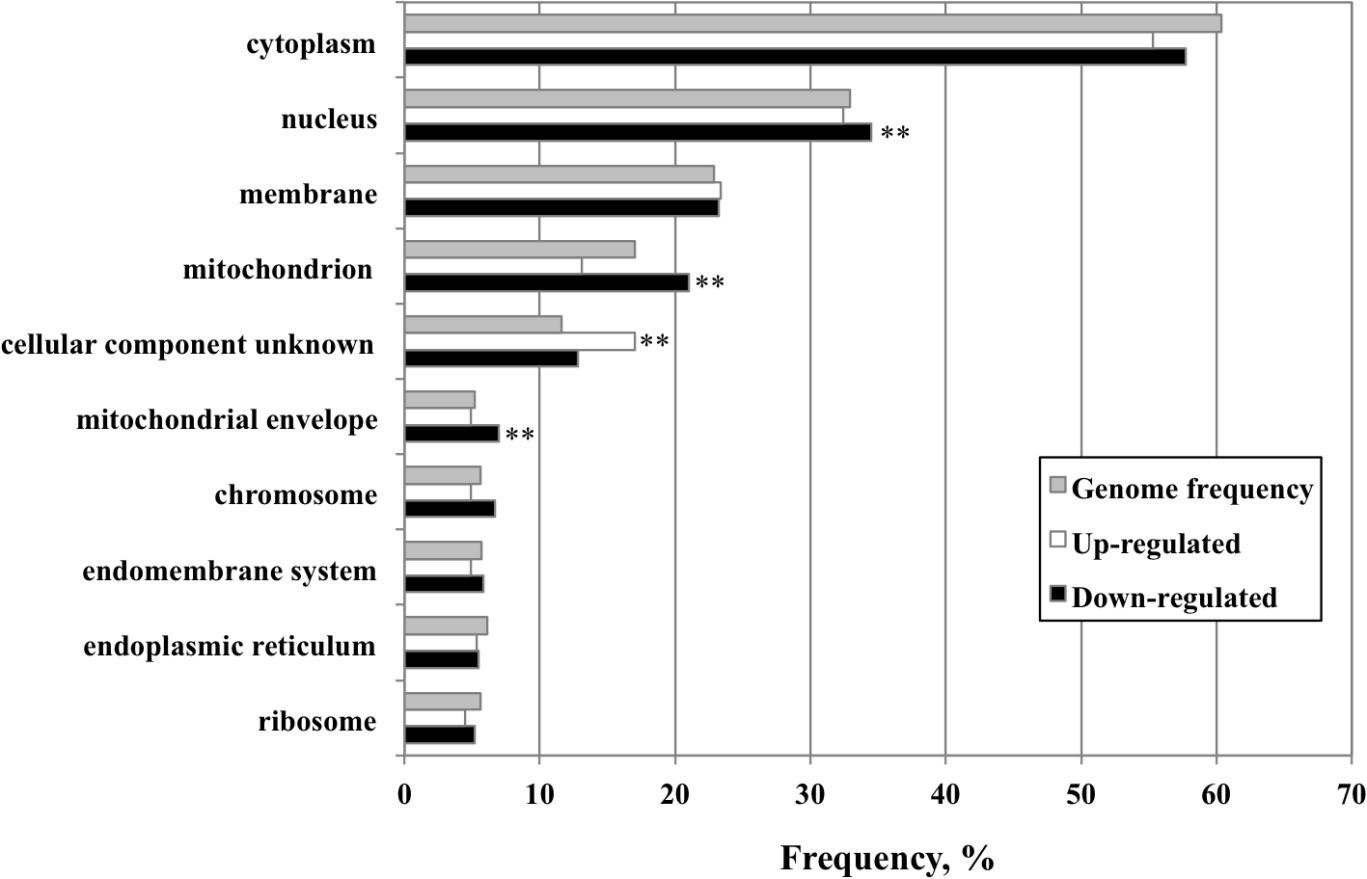
Comparison of genes up- or down-regulated genes in *nps1-13*, grouped using the GO Slim-Mapper with respect to cellular component. Only the GO terms that appeared in more than 6% of the up- and down-regulated genes are listed. For the remaining GO terms, no significant differences were observed between the frequencies of affected genes and the general frequency. All *P*-values were obtained using the hypergeometric test (**P < 0.05).

**Table 5:** Functional grouping of mitochondria-related genes down-regulated in *nps1-13*.

ORF	Gene	logFC(*nps1-13*/WT)	Description
***Respiration***			
*YBL045C*	*COR1*	-1.396528328	CORe protein of QH2 cytocrome c reductase
*YBL099W*	*ATP1*	-1.704958554	ATP synthase
*YDL004W*	*ATP16*	-2.557231151	ATP synthase
*YDR079W*	*PET100*	-1.019022029	PETite colonies
*YGL018C*	*JAC1*	-1.038732523	J-type Accessory Chaperone
*YGR029W*	*ERV1*	-1.109214546	Essential for Respiration and Viability
*YGR101W*	*PCP1*	-1.703295695	Processing of Cytochrome c Peroxidase
*YHR051W*	*COX6*	-1.230934459	Cytochrome c OXidase
*YKL055C*	*OAR1*	-1.606497792	3-Oxoacyl-[Acyl-carrier-protein] Reductase
*YLR038C*	*COX12*	-1.257634276	Cytochrome c OXidase
*YLR164W*	*SHH4*	-1.286480017	SDH4 Homolog
*YLR295C*	*ATP14*	-1.136379747	ATP synthase
*YMR267W*	*PPA2*	-1.556696229	PyroPhosphatAse
*YPL270W*	*MDL2*	-1.283689019	MultiDrug resistance-Like
***Metabolism***			
*YCL064C*	*CHA1*	-1.326318344	Catabolism of Hydroxy Amino acids
*YDR305C*	*HNT2*	-1.300467492	Histidine triad NucleoTide-binding
*YER019W*	*ISC1*	-1.104381351	Inositol phosphoSphingolipid phospholipase C
*YER069W*	*ARG5*,*6*	-1.052067786	ARGinine requiring
*YER183C*	*FAU1*	-1.260016198	Folinic Acid Utilization
*YFL030W*	*AGX1*	-1.11633377	Alanine:Glyoxylate aminotrans(X)ferase
*YGL059W*	*PKP2*	-1.169211802	Protein Kinase of PDH
*YGR102C*	*GTF1*	-3.704929047	Glutaminyl Transamidase subunit F
*YGR171C*	*MSM1*	-1.09387038	Mitochondrial aminoacyl-tRNA Synthetase, Methionine
*YJL005W*	*CYR1*	-1.436163151	CYclic AMP Requirement
*YJL130C*	*URA2*	-1.171207794	URAcil requiring
*YJR051W*	*OSM1*	-1.664915789	OSMotic sensitivity
*YKL094W*	*YJU3*	-1.339639536	Monoglyceride lipase (MGL)
*YLL027W*	*ISA1*	-1.608964228	Iron Sulfur Assembly
*YMR002W*	*MIC17*	-1.27657268	Mitochondrial Intermembrane space Cysteine motif protein
*YNL009W*	*IDP3*	-1.957974411	Isocitrate Dehydrogenase, NADP-specific
*YNL104C*	*LEU4*	-1.326612984	LEUcine biosynthesis
*YNL318C*	*HXT14*	-1.082656945	HeXose Transporter
*YOL045W*	*PSK2*	-1.053181566	Pas domain-containing Serine/threonine protein Kinase
*YPL091W*	*GLR1*	-1.926695216	Cytosolic and mitochondrial glutathione oxidoreductase
***Organigation***			
*YBR179C*	*FZO1*	-1.630212553	FuZzy Onions homolog
*YHR194W*	*MDM31*	-1.336269739	Mitochondrial Distribution and Morphology
*YIL062C*	*ARC15*	-1.22799372	ARp2/3 Complex subunit
YLL001W*	DNM1*	-2.739316701	DyNaMin-related
*YLR168C*	*UPS2*	-1.281524891	UnProceSsed
*YNL026W*	*SAM50*	-1.00279983	Sorting and Assembly Machinery
*YPL029W*	*SUV3*	-1.011994907	SUppressor of Var1
***Chromosome metabolism***			
*YDL164C*	*CDC9*	-1.486943089	Cell Division Cycle
*YKL113C*	*RAD27*	-1.62562909	RADiation sensitive
*YMR167W*	*MLH1*	-1.615848689	MutL Homolog
*YOL042W*	*NGL1*	-1.252177233	Putative endonuclease
*YPL155C*	*KIP2*	-1.646124618	KInesin related Protein
***Translation***			
YBR251W*	MRPS5*	-1.148985411	Mitochondrial Ribosomal Protein, Small subunit
*YDR077W*	*SED1*	-1.621599493	Suppression of Exponential Defect
*YER153C*	*PET122*	-1.221689033	PETite colonies
*YFR049W*	*YMR31*	-1.09117704	Yeast Mitochondrial Ribosomal protein
*YHR070W*	*TRM5*	-1.201399879	Transfer RNA Methyltransferase
*YHR189W*	*PTH1*	-1.133275954	Peptidyl-Trna Hydrolase
YLR069C*	MEF1*	-1.015712709	Mitochondrial Elongation Factor
*YMR158W*	*MRPS8*	-1.052102798	Mitochondrial Ribosomal Protein, Small subunit
*YNL227C*	*JJJ1*	-1.094508612	J-protein (Type III)
*YOL141W*	*PPM2*	-1.031449449	Protein Phosphatase Methyltransferase
*YOR048C*	*RAT1*	-1.205794524	Ribonucleic Acid Trafficking
*YOR188W*	*MSB1*	-1.4223978	Multicopy Suppressor of a Budding defect
*YOR335C*	*ALA1*	-1.034833773	ALAnyl-tRNA synthetase
*YPL005W*	*AEP3*	-1.086709933	ATPase ExPression
*YPL082C*	*MOT1*	-1.191021182	Modifier of Transcription
***Other***			
*YDL040C*	*NAT1*	-1.987231644	N-terminal AcetylTransferase
*YLR090W*	*XDJ1*	-1.238779632	Putative chaperone
*YOL109W*	*ZEO1*	-1.128791113	ZEOcin resistance
*YPR095C*	*SYT1*	-1.015582931	Suppressor of ypt3
***Unknown***			
*YGR021W*		-2.127560354	Putative protein of unknown function
*YHL014C*	*YLF2*	-1.662532462	protein of unknown function
*YKR070W*		-1.259135277	Putative protein of unknown function
*YMR221C*	*FMP42*	-1.013995342	Found in Mitochondrial Proteome
*YNL122C*		-2.052330445	Putative protein of unknown function
*YPR097W*		-1.622035952	Protein that contains a Phox homology (PX) domain

Underlined genes are target of transcription factor HAP complex. Genes with asterisk do not contain HAP complex binding site, but their expression is under the control of the complex. [21]

To validate these microarray results, we performed quantitative real-time PCR for HAP complex target genes, *ATP1*, *ATP16*, *COR1*, *COX6*, and *COX12*. Consistent with the array data, induction of these genes in *nps1-13* during growth on YPEG was lower than that observed in WT cells (Fig 3).

**Fig 3:**
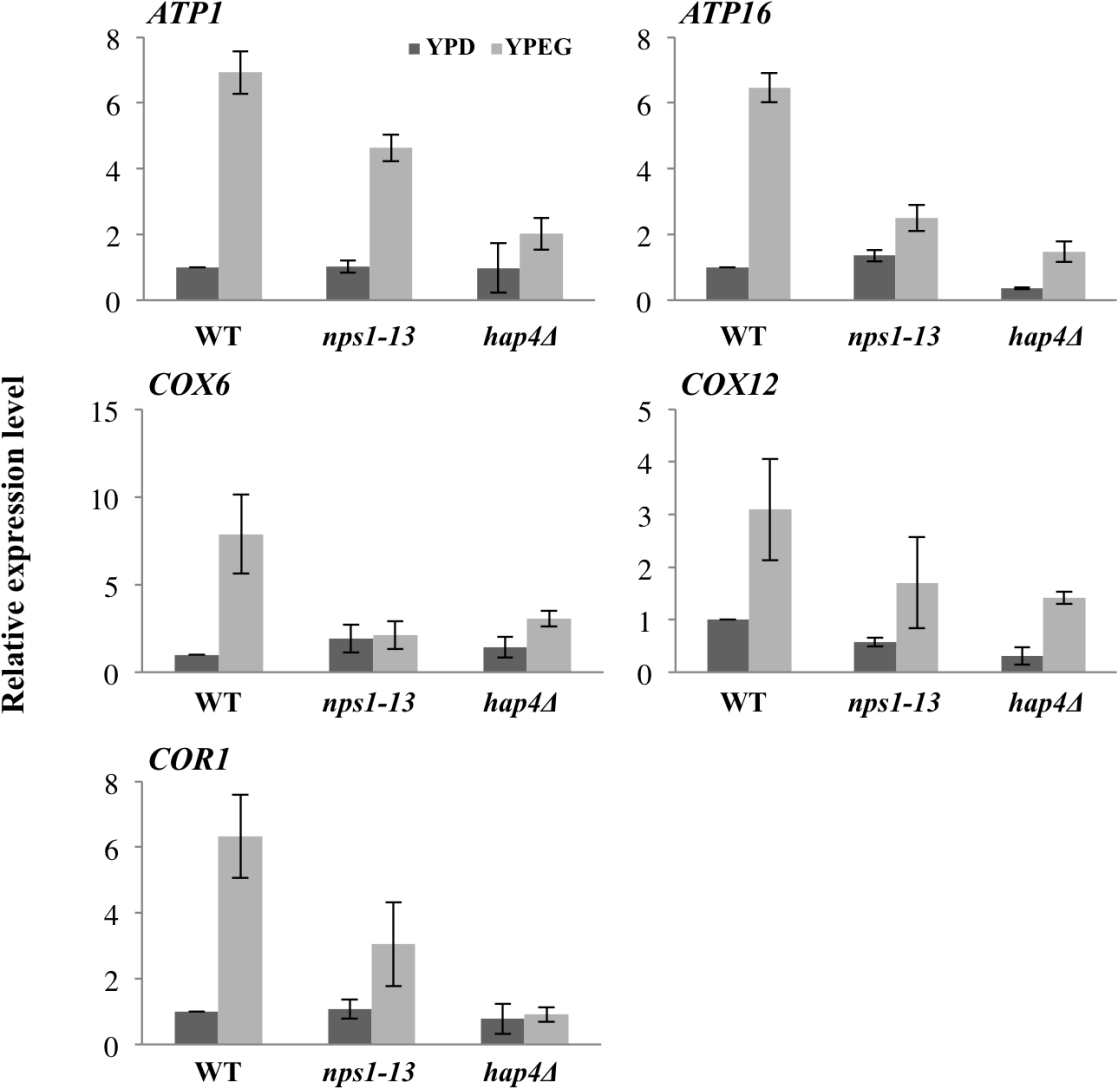
Gene expression analysis. Relative gene expression levels of *ATP1*, *ATP16*, *XOX1*, *COX12*, and *COR1* were measured via quantitative PCR using RNA isolated from WT (BY4743), *nps1-13* (BYI-3), and *hap4Δ* (BYI-22) cells grown in YPD or YPEG. The mRNA level of each gene was normalized to that of *ACT1*, and is indicated as relative to the value for WT cells grown in YPD, which was set at “1”. Data are presented as the mean ± SEM (*n* = 3).

### 4. RSC interacts with Hap4 to regulate the expression of respiratory genes

The reduced expression of HAP-regulated genes in *nps1-13* suggested the possibility that this mutation affected Hap4 expression because HAP complex activity is proportional to the Hap4 subunit level [28]. To verify the level of Hap4, we constructed strains expressing HA-tagged Hap4 and examined the Hap4-HA content by Western blotting. As described previously, the Hap4 level increases upon shifting cells from a medium containing glucose to medium containing a non-fermentable carbon source [10]. This induction was not affected by the *nps1-13* mutation (Fig 4A). Next, we examined whether Nps1 physically interacted with Hap4 by performing a co-immunoprecipitation experiment using a strain expressing both Nps1-TAP and Hap4-HA. As indicated in Fig 4B, Nps1-TAP was detected in immunoprecipitates prepared using an anti-HA antibody, indicating that Nps1-TAP and Hap4-HA physically interacted *in vivo*. These results suggest that RSC might function together with the HAP complex to induce a set of respiratory genes. However, it is also possibile that each complex is independently recruited to the promoter of a target gene through an interaction with some other factor(s) such as histone acetyltransferase or histone deacetylase. Further analysis is required to understand the mechanisms of gene regulation.

**Fig 4:**
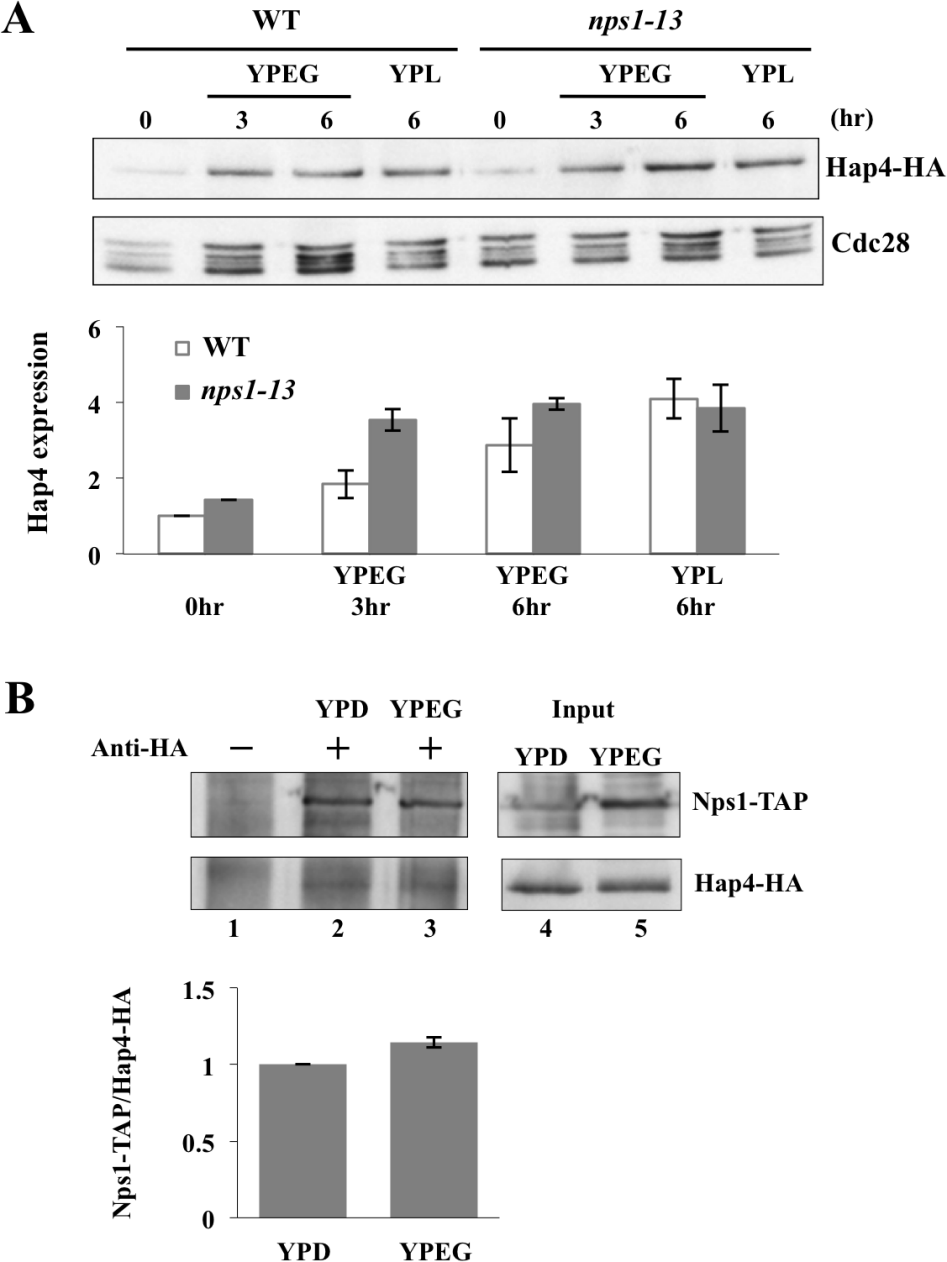
Nps1 physically interacts with Hap4. **(A)** *nps1-13* mutation does not affect Hap4 expression. *HAP4-HA* (BYI-19) and *nps1-13 HAP4-HA* (BYI-21) cells were grown to log phase in YPEG or YPL medium for the times indicated in the figure, after which whole-cell extracts were prepared. Proteins in the extract were separated by SDS-PAGE, and Hap4-HA was detected by immunoblotting. The densities of immunoblot bands labeled with anti-HA were normalized to those labeled with anti-Cdc28 and indicated as a bar graph of values relative to the value of WT cells grown for 0 h in YPD, which was set at “1”. Data are presented as the means ± SEM (*n* = 3). **(B)** Nps1-TAP physically interacts with Hap4-HA. BYI-20 (*NPS1-TAP-KanMX4 HAP4-6HA*::*URA3*) cells were grown to log phase in YPD medium and subsequently shifted to YPEG medium, where they were maintained for 3 h. Immunoprecipitates prepared from cell lysates with anti-HA antibody were subjected to immunoblotting with anti-TAP and anti-HA antibodies. The densities of immunoblot bands stained with anti-TAP in lanes 2 and 3 were normalized with those of bands stained with anti-HA and indicated as a bar graph of values relative to the value of YPD, which was set at “1”. Data are presented as the means ± SEM (*n* = 3).

To understand the relationship between the RSC and HAP complex, we first determined whether the *hap4Δ* mutant exhibits similar phenotypes as those induced by mitochondrial dysfunction in *rsc* mutants. The *hap4Δ* mutant also exhibited growth defects on a medium containing a non-fermentable carbon source and a high frequency of mtDNA loss (S1 Fig). Next, we examined whether the respiratory defect phenotypes of *rsc* mutants could be relieved by the overexpression of *HAP4*. For this experiment, we constructed a high-copy plasmid carrying *HAP4* that was expressed under the control of the *GPD* promoter (pRS426*GPDpr*::*HAP4*). As shown in Fig 5A and 5B, defective growth of *nps1-13* and *rsc2Δ* on YPEG plates and enhanced formation of petite *nps1-13* colonies were alleviated by the overexpression of *HAP4*. In contrast, little recovery was observed with regard to the increased accumulation of ROS in *nps1-13* cells (Fig 1E). These results suggest the involvement of RSC in the transcriptional activation of a set of respiratory genes, together with the HAP complex. However, the results also indicate that RSC might interact with factors other than the HAP complex to regulate mitochondrial function.

**Fig 5:**
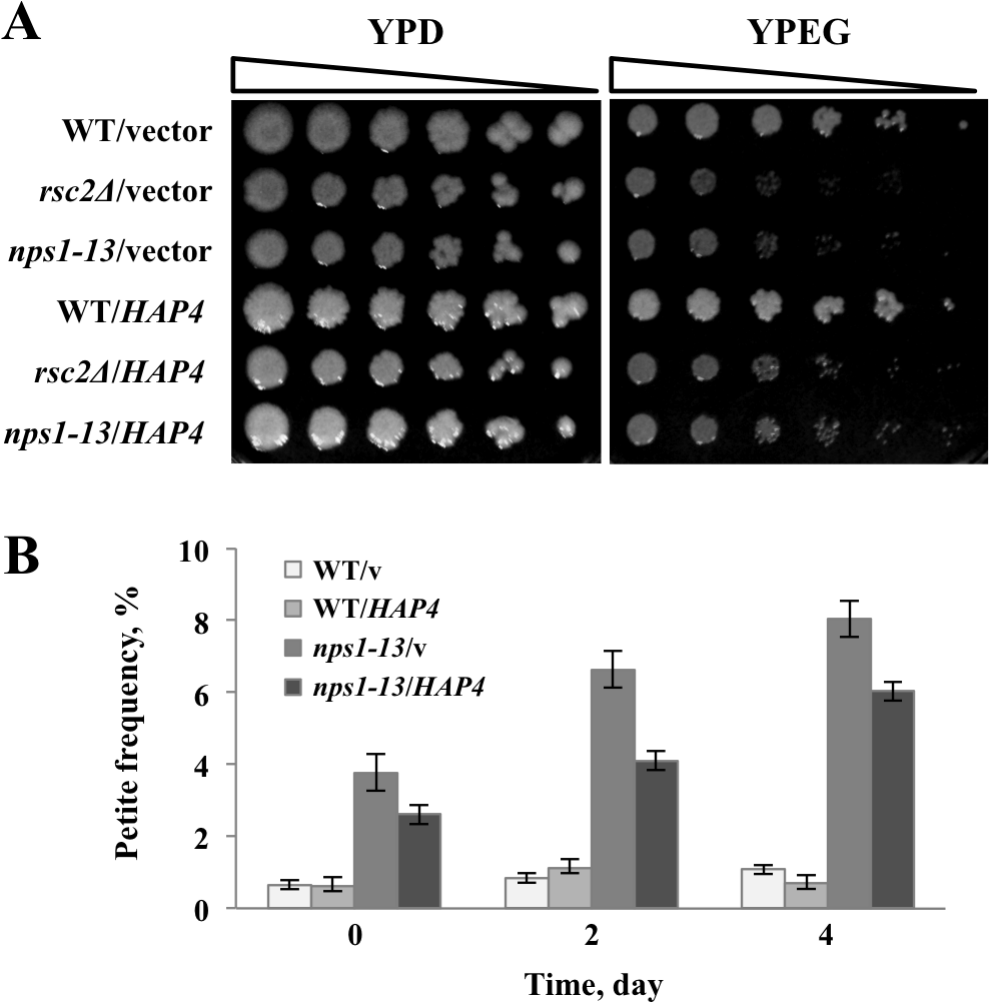
Overexpression of *HAP4* alleviated the respiratory defect of *nps1-13*. **(A)** Effect of *HAP4* overexpression on *nps1-13* growth on YPEG. WT (BY4743) and *nps1-13* (BYI-3) cells harboring pRS426 (WT/v and *nps1-13*/v, respectively) or pRS426*GPDpr*::*HAP4* (WT/*HAP4* and *nps1-13/HAP4*, respectively) were grown to log phase in SD-Ura medium, spotted on YPD and YPEG plates in serial five-fold dilutions and incubated at 30°C for 3 days. **(B)** Effect of *HAP4* overexpression on petit *nps1-13* colony formation. The strains described in **(A)** were plated on YPEG; three independent colonies were subsequently picked, pre-cultured in SD-Ura medium, and separately grown in YPD medium. On the indicated days, 200 cells from each culture were plated on YPD plates and incubated at 30°C for 3 days. Data are presented as the means ± SEM (*n* = 3).

In conclusion, our results are the first to show the relevance of the RSC to mitochondrial function. Our findings show that cells require higher amounts of RSC under respiratory condition, compared with fermentable condition, indicating that RSC may orchestrate the expression of genes required for mitochondrial function together with transcription factors other than the HAP complex. Identification of these factors should elucidate the regulation of respiration and mitochondrial development. Mitochondrial dysfunction has been linked to a range of pathologies, including cancer (reviewed in [29]). As described, high frequencies of mutations in the components of human chromatin-remodeling complexes have been identified in human cancers; however, the molecular mechanisms underlying the carcinogenic effects of these mutations are largely unknown [30, 31]. In this context, further analysis of the effects of RSC on mitochondrial function should facilitate a better understanding of the functions of mammalian ATP-dependent chromatin remodelers in carcinogenesis.

## Supporting Information

S1 Fig *hap* mutant exhibits phenotypes caused by mitochondrial dysfunction. **(A)** A *hap4Δ* mutant exhibits growth defect on medium containing a non-fermentable carbon source. Five-fold serial dilutions of individual strains (WT (BY4743), *hap4Δ* (BYI-22), and *nps1-13* (BYI-3)) were grown to log phase in YPD medium, spotted on YPD and YPEG plates, and incubated at the indicated temperatures for 3 days. **(B)** *hap4Δ* mutation enhances mitochondrial DNA loss. WT (BY4743), *hap4Δ* (BYI-22), and *nps1-13* (BYI-3) cells were plated on YPEG; three independent colonies were subsequently picked and grown separately in YPD medium to stationary phase. Two hundred cells from each culture were plated on YPD and incubated at 30°C for 3 days. To assess the frequency of petite colonies, we counted the total number of viable cells and the number of petite colonies on each plate. Data are presented as the means ± SEM of three replicates.
(TIF)

S1 Table Reproducibility of the SGA analysis.

S2 Table GO terms enriched among the 95 positive genes in terms of biological process.

S3 Table Differential DNA microarray data of *nps1-13* vs. BY4743.

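The table gives, for each ORF, the ratio of nps1-13 to WT and its log2, sorted from the highest ratio. The copy analysed here holds the first 1995 of 5556 ORFs, all of the higher ratios, so no overlap or enrichment was tested on it. In the deposited signals, the ratio of the mean nps1-13 signal to the mean WT signal had a median of 0.752 over all 5558 probe sets. With each ratio divided by this median, an alternative chosen after the data were examined, 244 probe sets were above 2 and 345 below 0.5. The gene names in the table with the 5 highest ratios are YCL021W-A, IPL1, HOC1, YKL187C (FAT3) and GNA1. Their printed ratios occur in the deposited ratios divided by the median at LEU2, MF(ALPHA)1, STE18, STE3 and HXT10. Under these names the deposited signals rose 8.27-fold for YCL021W-A, a gene close to LEU2, from 419 ± 58.7 (SD, n = 2 arrays) to 3468 ± 4.60 (SD, n = 2), and 1.28-fold for FAT3, a factor of fatty acid uptake. IPL1, the Aurora kinase, and HOC1, a mannosyltransferase, were lower, with log2 fold changes of -0.70 and -0.68 as deposited and -0.22 and -0.20 with the arrays centred on their medians, and GNA1, an enzyme of UDP-GlcNAc synthesis, had -0.24 (adjusted p = 0.059 from limma) and 0.23 when centred.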

How the deposited data were processed for this re-analysis (not part of the article)

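The data are 4 one-colour Affymetrix Yeast Genome 2.0 arrays, 2 of WT (BY4743) and 2 of nps1-13 (BYI-3), from cells after 4 h in YPEG. The deposited intensity values are signals per probe set on a linear scale, which by the methods the authors computed in GCOS with default settings and global scaling; the submitters' processing notes name GCOS as well. The scanner images and probe-level values were not analysed here. Signal over background was not given per probe set, and between 167 and 213 of the 5558 probe sets had a signal under 100 on an array, where a log2 fold change carries a larger error. No second normalization was applied in the main setting, which was planned from the global scaling in the methods. The trimmed means of the deposited signals differ between the arrays, so the values are not scaled to 1 target, and results are given with the arrays centred as well.

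Probe sets were named through the platform annotation, whose gene IDs were matched to the RefSeq gene table of the R64 assembly. Of the 5558 probe sets, 5345 have 1 gene symbol, 0 have several and 213 are unnamed here, among them any for URA3. The named ones cover 5343 genes, and for the 2 genes with more than 1 probe set the one with the highest mean log2 signal was used. The reference table holds no GO components or product descriptions, so genes annotated to the mitochondrion could not be taken from it. The genes of the mitochondrial genome were not measured under these names.

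Genes were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend of the variance on the signal level) on log2 of the signal, with Benjamini-Hochberg adjustment over 5343 genes and a threshold of 0.05. The estimated prior degrees of freedom were infinite, so that the spread of each gene was set by the trend over all genes. Genes were also called at a 2-fold threshold like that of the methods, from the ratio of mean signals above 2 or below 0.5 and without a test; the methods do not say how replicates were combined. A total of 44 gene lists, written before the data were examined and partly after reading the paper's tables, were compared with all other genes by camera with its preset correlation of 0.01. Past the threshold were 10 lists, 5 higher and 5 lower. With a correlation estimated per list none passed, 1 list had an unadjusted p under 0.05 and the adjusted p was 0.995 for every list. The estimated correlation was run on the deposited scale alone, with 2 residual degrees of freedom. There an offset between arrays of 1 strain is shared by all genes and can raise the estimate. The value of 0.995 therefore does not decide whether a list stood apart. In simulated arrays that were centred, a list of 20 raised genes gave p = 0.0018 by camera with an estimated correlation. Those arrays held independent noise per gene and no shared offset, so this p-value does not bear on the 0.995. By fry, which tests whether the genes of a list move on balance one way without comparing them with other genes, 30 lists passed. It was run on the deposited scale alone, where the median gene was at -0.41. The shift between the arrays thus builds in lower calls, and the count does not tell a list from that shift. Overlaps with the 2-fold lower genes were tested with a one-sided hypergeometric test over 5343 genes in Python 3.11.15 with scipy 1.17.1 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9.

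The genes named are all genes the paper names for the arrays, the 10 largest increases and decreases past the threshold whose arrays do not overlap between strains, the 2 to 4 most changed members of each list described, the genes with the 5 highest ratios in S3 Table, whose values in that table had been seen, and the strain marker genes. Other genes named are said to have been chosen after their values were seen, or are members of a list whose counts are given. Alternatives were quantile normalization, centring each array on its median log2 signal, a mean signal of at least 100 or 200, adding 32 to the signal, eBayes without the trend, the replicate number as a block, the mean of probe sets, and leaving out each array; for the ratios also geometric means, both replicate pairs, and the closest arrays. The fit was tested on simulated data with the genes' own means: after centring, 94% of 67 genes changed 1.5-fold, 98.5% of 67 changed 2-fold and 100% of 66 changed 4-fold were recovered among 5343 genes. There the median gene was unchanged by design, and the noise was drawn for each gene apart.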

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

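The tests of explanations in this part were chosen after the results were seen. The paper discusses none of the following genes, and their signals in nps1-13 were far above those of the WT arrays. LEU2 had a log2 fold change of 7.57, with 14.0 and 37.1 on the WT arrays and 4446 and 4225 on the nps1-13 arrays; Table 1 lists LEU2 as deleted in both strains, and Table 3 lists plasmids of the study that carry it. HXT10 had a log2 fold change of 5.38 and DAK2 of 4.12. The mean WT signals of the genes named here and of the 3 named next were under 100, so the sizes of these changes are not resolved.

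MF(ALPHA)1, STE18 and STE3, with log2 fold changes of 7.16, 6.19 and 5.44, belong to a wider pattern of mating-type genes. A diploid MATa/α cell, as both strains are listed, represses haploid-specific and α-specific genes through a1 and α2. A partial admixture of haploid cells to MATa/α cells, or a loss of silencing at the mating-type cassettes, would leave much or all of a1 in place, whereas the signal of a1 (HMRA1) fell from 1599 and 1896 to 0.9 and 6.1, nominally 0.2003% of WT and, as signals this low are not told from background, 2% with 32 added to every signal. In line with RNA from cells without a1, such as MATα or α/α cells, 10 of 10 haploid-specific genes of the list rose (FUS3 2.49, GPA1 2.41, NEJ1 1.94), which is a hypothesis; the a-specific genes, which α2 represses in MATa/α and MATα cells alike, do not bear on it (STE2, STE6, AGA2 and MFA2 fell as deposited, AGA2 and MFA2 did not pass when centred, and MFA1, BAR1 and ASG7 passed on neither scale). An effect of the nps1-13 mutation on a1 in MATa/α cells cannot be told apart from it, since 1 nps1-13 strain was measured.

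The paper does not discuss chromosome IX as a whole: the median log2 fold change of its 187 genes, STH1 among them, was 0.41 above that of the other genes, and 0.40 to 0.45 above it in each pair of a WT and an nps1-13 array, against 0.027 or less between arrays of 1 strain. A few strongly raised genes would not give this, since 84.0% of its genes lay above the median of all genes, nor would the signal level, since the difference was at least 0.30 within each of 3 classes of signal. An additional copy of the chromosome in the nps1-13 cells may account for the rise: 8 consecutive blocks had medians from 0.24 to 0.67 above that of all genes. If transcripts followed copy number, 3 copies against 2 would give 0.58 in every gene. The highest median of any 187 consecutive genes elsewhere was 0.26 above that of the other genes. On chromosome X all 8 blocks lay above the median of all genes as well, the lowest by 0.019, with 63.5% of its genes above that median and its own median 0.16 above that of the other genes, so a smaller rise along a whole chromosome is not particular to IX. The copy number itself was not measured.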

How the results depend on the processing

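The crossed pairing of the arrays and the ratio divided by its median were chosen after the data were examined; the other settings were not. The scaling between arrays decided the counts. With quantile normalization, limma gave 1946 genes higher and 2012 lower, the 2-fold ratio 252 higher and 255 lower, and of Table 5 26 genes were lower (7 respiration genes) and 2 at least 2-fold lower. With the arrays centred on their medians, limma gave 2274 higher and 1853 lower, the 2-fold ratio 260 and 266, and of Table 5 17 genes were lower (3 respiration genes) and 2 at least 2-fold lower. With the ratio of means divided by its median, the 2-fold counts were 229 and 321 over genes, 244 and 345 over all probe sets, and 2 for Table 5. The shift between the array medians moves every gene by construction; which scaling fits the RNA content of the cells was not tested. The Table 5 genes at least 2-fold lower numbered 5 in both replicate pairs and 4 between the closest arrays, which ask more of each gene, and 5 to 13 when each array was left out in turn. Leaving out each array gave 289 to 569 genes higher by limma, with the fewest without nps1-13 replicate 1; the cause was not tested. In these fits the lone array is assumed to vary like the other strain's arrays. Of the gene lists, 10 passed by camera, 0 with an estimated correlation and 30 by fry, which does not tell a list from the shift between the arrays. The hypergeometric p of the mitochondrial genes lay between 0.964 and 0.998 under every setting run, and no HAP target was at least 2-fold lower under any. When the arrays were centred, the direction turned for genes that were called lower as deposited, to log2 fold changes of 0.31 for ATP1, 0.21 for ATP16, 0.00820 for COX6, 0.0461 for COX12, 0.00799 for ATP14, 0.0365 for MDL2, 0.0728 for YMR31, 0.0189 for MEF1, 0.00167 for RIP1, 0.0149 for COX8, 0.14 for SDH4, 0.21 for SDH3, 0.27 for SDH1 and 0.0595 for KGD2; after quantile normalization it turned for JAC1 (0.0652) and OAR1 (0.13). Apart from JAC1 and OAR1, at -0.52 and -0.53 as deposited, these genes lay within the 0.47 that centring adds. JAC1 and OAR1 stayed negative when centred (-0.046 and -0.057). Of 117 named genes, 86 kept their direction and side of the threshold when the arrays were centred and 102 after quantile normalization, and 112 to 115 when an array was left out. With the replicate number as a block, 633 genes were higher and 3709 lower. Same-numbered arrays deviated from their strain means with a correlation across genes of -0.124, which cannot see an offset shared by all genes. Both replicate 2 arrays had lower medians than replicate 1 (2770 against 3051 in WT, 2024 against 2158 in nps1-13). Whether the numbers pair the arrays is therefore not decided. With the pairing crossed, 377 genes were higher and 2996 lower. Genes with a signal under 100 carry the largest errors, and leaving them out gave 480 higher and 3387 lower.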

Differences from the paper's values

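The paper gives 219 genes above and 345 below the 2-fold threshold; the deposited ratios of means gave 106 and 892 genes. Of the alternatives set before the data were examined, quantile normalization (252 and 255) and centring the arrays on their medians (260 and 266) lie within 1.5 times of both, and the others do not. Dividing the ratio by its median, chosen after seeing the values, gave 229 and 321 genes, or 244 and 345 of all 5558 probe sets, which equals the paper's lower count. The paper's S3 Table itself holds 244 ratios above 2, against 219 in its text. Of the 231 of these whose printed name was measured, 22 were above 2 under that name, and the rest are dropped; the lower ratios of S3 Table are not in the part held. The paper's Table 5 holds 71 genes below the threshold, of which 8 of the 65 measured were at least 2-fold lower as deposited; no alternative set before the data were examined came within 1.5 times, the highest being 13 without WT replicate 2, and the ratio divided by its median gave 2, dropping 63. The methods give a trimmed mean of 500 per array, while the means of the deposited signals with 2% trimmed from each end were 4285, 3941, 3316 and 3158; other alternatives do not apply to this measure.

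The log2 ratios in Table 5 and S3 Table are set against both the deposited log2 fold change and the log2 ratio of means divided by its median, the scale chosen after seeing the values. No value of Table 5 was found at a probe set annotated with its printed ORF, so these pairs are not 2 readings of 1 probe set. For example, the values printed at ATP1, ATP16, PCP1, SHH4 and MRPS5 equal, within 1e-08, those of BNA4, MCD1, CLB1, YLR179C and DUT1 on the ratio divided by its median. For COR1, ATP1, ATP16, PET100 and JAC1, the paper's log2 ratios are -1.40, -1.70, -2.56, -1.02 and -1.04, the deposited signals gave -0.50, -0.16, -0.26, -0.76 and -0.52, and the ratio divided by its median gave -0.0936, 0.25, 0.15, -0.35 and -0.11. For ERV1, PCP1, COX6, OAR1 and COX12, the paper's log2 ratios are -1.11, -1.70, -1.23, -1.61 and -1.26, the deposited signals gave -2.54, -0.25, -0.47, -0.53 and -0.43, and the ratio divided by its median gave -2.13, 0.16, -0.0538, -0.14 and -0.0165. For SHH4, ATP14, PPA2 and MDL2, the paper's log2 ratios are -1.29, -1.14, -1.56 and -1.28, the deposited signals gave 1.12, -0.47, -1.03 and -0.44, and the ratio divided by its median gave 1.53, -0.0546, -0.62 and -0.0326. For UPS2, YMR31, DNM1, MRPS5 and MEF1, the paper's log2 ratios are -1.28, -1.09, -2.74, -1.15 and -1.02, the deposited signals gave -1.58, -0.40, -0.52, 0.16 and -0.46, and the ratio divided by its median gave -1.17, 0.00934, -0.11, 0.57 and -0.0491. Of the alternatives set before the data were examined, leaving out WT replicate 2 brought PET100 (-0.92) within its error of the paper's value and no other gene; on the ratio divided by its median, UPS2 did so and no other gene. The paper's values at PET100 and UPS2 equal, within 1e-08, those of TFB5 and TOS4 on the ratio divided by its median, so these are not matches of the same probe sets. For YCL021W-A, IPL1, HOC1, FAT3 and GNA1, the paper's log2 ratios are 7.82, 7.57, 6.49, 5.85 and 5.76, the deposited signals gave 3.06, -0.70, -0.68, 0.35 and -0.24, and the ratio divided by its median gave 3.46, -0.28, -0.26, 0.76 and 0.16. For MET17, MF(ALPHA)1, IME4 and LYS2, the paper's log2 ratios are 0.19, 0.58, 0.33 and 1.07, the deposited signals gave -7.88, 7.16, -7.11 and 0.0115, and the ratio divided by its median gave -7.46, 7.57, -6.70 and 0.42. None of these 9 genes of S3 Table came within its error under any setting run. The paper's values at YCL021W-A, IPL1, HOC1, FAT3 and GNA1 equal, within a relative difference of 1e-05 of the ratio, the deposited ratios divided by their median of LEU2, MF(ALPHA)1, STE18, STE3 and HXT10.

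The paper finds mitochondrial GO Slim categories over-represented among its 345 lowered genes. Here genes of the compiled list made up 3.70% of 892 genes lowered as deposited and 4.98% of all genes (exact hypergeometric test, one-sided, p = 0.981). With the ratio divided by its median, they made up 3.12% of 321 lowered genes (exact hypergeometric test, one-sided, p = 0.964). Both the gene list and the lowered genes differ from the paper's, and the ratios of Table 5 occur under other gene names. These percentages therefore do not test the paper's finding. The paper lists SHH4 and MRPS5 as lowered, with values that occur in the deposited ratios at YLR179C and DUT1. Under their own names SHH4 rose and MRPS5 did not pass the test in the deposited signals. It reports lower expression of ATP1, ATP16, COR1, COX6 and COX12 in nps1-13 by quantitative PCR relative to ACT1 as well. These genes were lower in the deposited signals, which were not taken relative to ACT1. There ATP1 and ATP16 (-0.16 and -0.26) fell less than the median gene (-0.41), so the 2 measures are not alike. After quantile normalization COR1, COX6 and COX12 stayed lower (-0.35, -0.26 and -0.22), and ATP1 and ATP16 (-0.054 and -0.061) did not pass the test. When centred, ATP1 and ATP16 were higher (0.31 and 0.21) and the other 3 did not pass.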

Other observations

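The tests of the gene names in the paper's tables were chosen after the result was seen; the gene lists were set before the data were examined. Relative to the other genes, 4 lists apart from the mating-type markers stood higher in nps1-13. Log2 fold changes of single genes in these lists are on the centred scale, 0.47 above those as deposited. Of 14 genes of peroxisomal beta-oxidation, 11 were higher and 1 lower (13 and 1 when centred; camera, adjusted p = 3.3e-09, 0.995 with an estimated correlation), with IDP3 at 1.97, the isomerase genes DCI1 and ECI1 at 1.46 and 1.34 and the thiolase gene POT1 at 1.38 on the centred log2 scale. Of 10 hexose transporter genes measured, 7 were higher and 1 lower (9 and 0 when centred; adjusted p = 8.2e-08, 0.995 with an estimated correlation), among them HXT1 at 2.06 and HXT2 at 1.60, and near-identical members can share signal. Of 24 genes of gluconeogenesis, the glyoxylate cycle and ethanol or glycerol use, 6 were higher and 3 lower (23 and 0 when centred; adjusted p = 6.0e-04, 0.995 with an estimated correlation), with the carnitine genes CRC1 and YAT2 at 1.25 and 1.01, ICL2 at 1.74 and the regulator gene SIP4 at 0.91. As deposited, CRC1, YAT2, ICL2 and SIP4 were at 0.78, 0.54, 1.26 and 0.44. Of 19 meiosis and sporulation markers, 8 were higher and 8 lower (10 and 5 when centred, camera, adjusted p = 0.0088, 0.995 with an estimated correlation). After quantile normalization the list no longer stood apart (camera, adjusted p = 0.297). The recombinase gene DMC1 was at 2.37 and the septin genes SPR3 and SPR28 at 2.37 and 2.79. The mean signal of SPR28 was 41.4 in WT, so the size of its change is not resolved.

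Relative to the other genes, 5 lists stood lower in nps1-13. Single genes of these lists are given on the centred scale too, 0.47 above their values as deposited. All 22 genes of the G1/S transition and DNA replication fell as deposited and 18 when centred (adjusted p = 3.3e-09, 0.995 with an estimated correlation), with the ribonucleotide reductase gene RNR1 at -2.69 and the DNA polymerase genes POL1 and POL2 at -1.99 and -1.93 on the centred scale. All 10 G2/M genes fell on both scales (adjusted p = 2.5e-04, 0.995 with an estimated correlation), with the cyclin genes CLB1 and CLB2 at -1.64 and -1.56, CDC5 at -1.02 and ALK1 at -0.95, and 8 of 8 histone genes fell (7 when centred, adjusted p = 1.7e-04, 0.995 with an estimated correlation), with HTA2 at -1.13 and HHO1 at -1.00. The phosphate regulon (10 of 10 lower, 8 when centred, adjusted p = 8.3e-04, 0.995 with an estimated correlation), with the transporter gene PHO84 at -1.75 and the polyphosphate genes VTC3 and VTC4 at -0.87 and -0.78, and ergosterol synthesis (20 of 23 lower, 14 lower and 3 higher when centred, adjusted p = 0.0016, 0.995 with an estimated correlation), with ERG3, ERG5 and ERG27 at -1.23, -1.21 and -1.18, were lower too. The samples in which these groups moved are those with the haploid-type and chromosome IX signals. Cytosolic ribosomal protein genes counted 0 higher and 106 lower as deposited and did not stand apart (adjusted p = 0.470), but stood lower after quantile normalization (8 higher and 61 lower, adjusted p = 0.0014; 0.995 with an estimated correlation as deposited). The remaining lists did not pass by camera on the deposited scale, with medians when centred of 0.09 for retrograde response targets, 0.28 for oxidative stress defence, 0.19 for heat shock chaperones, 0.34 for general stress genes, 0.35 for glycolysis and fermentation, 0.15 for cytosolic ribosomal proteins, 0.02 for ribosome biogenesis, -0.04 for RNA polymerases I and III with their factors, -0.16 for sulfur assimilation and methionine synthesis, 0.36 for arginine synthesis, -0.11 for amino acid synthesis under Gcn4, 0.12 for daughter cell and cell separation genes, 0.07 for iron regulon, -0.11 for iron-sulfur cluster and heme synthesis, 0.25 for cell wall, 0.09 for proteasome, -0.28 for subtelomeric COS and PAU families, 0.09 for the genes of Table 4 and 0.24 for the mitochondria class of Table 4.

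The log2 ratios of S3 Table and Table 5 occur in the deposited values under other gene names. Each of the 1995 ratios of S3 Table held lies within a relative difference of 1e-05 of a deposited ratio of means divided by its median, and each of the 71 values of Table 5 within 1e-08 on the log2 scale, and none of those at a named probe set (1924 of S3 Table) lies at a probe set annotated with the printed ORF. Chance closeness would not give this, since 6.87% of the ratios of S3 Table found a partner after each was moved by 0.1%, and a displacement of the annotation against the signals is argued against by the cytosolic ribosomal protein genes, whose median signal in WT was at the 93.1 percentile of all genes under the annotation and at most at 60.5 with names moved by 1 to 20 places. A candidate explanation is that names and ratios are displaced against each other in the paper's tables, as 94.2% of the matched ratios lie at a gene of the printed name's chromosome arm, a median of 10 places away in the order of ORF names. The paper's S3 Table has a ratio of 1.14 at MET17, deleted in nps1-13 by Table 1, where the annotation gives 0.0057; no biological explanation was tested.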
